# Combined exposure to polychlorinated biphenyls and high-fat diet modifies the global epitranscriptomic landscape in mouse liver

**DOI:** 10.1093/eep/dvab008

**Published:** 2021-09-17

**Authors:** Carolyn M Klinge, Kellianne M Piell, Belinda J Petri, Liqing He, Xiang Zhang, Jianmin Pan, Shesh N Rai, Kalina Andreeva, Eric C Rouchka, Banrida Wahlang, Juliane I Beier, Matthew C Cave

**Keywords:** epitranscriptomics, PCBs, high-fat diet, liver, transcriptomics, writers, readers

## Abstract

Exposure to a single dose of polychlorinated biphenyls (PCBs) and a 12-week high-fat diet (HFD) results in nonalcoholic steatohepatitis (NASH) in mice by altering intracellular signaling and inhibiting epidermal growth factor receptor signaling. Post-transcriptional chemical modification (PTM) of RNA regulates biological processes, but the contribution of epitranscriptomics to PCB-induced steatosis remains unknown. This study tested the hypothesis that PCB and HFD exposure alters the global RNA epitranscriptome in male mouse liver. C57BL/6J male mice were fed a HFD for 12 weeks and exposed to a single dose of Aroclor 1260 (20 mg/kg), PCB 126 (20 µg/kg), both Aroclor 1260 and PCB 126 or vehicle control after 2 weeks on HFD. Chemical RNA modifications were identified at the nucleoside level by liquid chromatography-mass spectrometry. From 22 PTM global RNA modifications, we identified 10 significant changes in RNA modifications in liver with HFD and PCB 126 exposure. Only two modifications were significantly different from HFD control liver in all three PCB exposure groups: 2ʹ-O-methyladenosine (Am) and N(6)-methyladenosine (m6A). Exposure to HFD + PCB 126 + Aroclor 1260 increased the abundance of N(6), O(2)-dimethyladenosine (m6Am), which is associated with the largest number of transcript changes. Increased m6Am and pseudouridine were associated with increased protein expression of the writers of these modifications: Phosphorylated CTD Interacting Factor 1 (PCIF1) and Pseudouridine Synthase 10 (PUS10), respectively, in HFD + PCB 126- + Aroclor 1260-exposed mouse liver. Increased N1-methyladenosine (m1A) and m6A were associated with increased transcript levels of the readers of these modifications: YTH N6-Methyladenosine RNA Binding Protein 2 (YTHDF2), YTH Domain Containing 2 (YTHDC2), and reader FMRP Translational Regulator 1 (FMR1) transcript and protein abundance. The results demonstrate that PCB exposure alters the global epitranscriptome in a mouse model of NASH; however, the mechanism for these changes requires further investigation.

## Introduction

Chronic environmental exposures to ubiquitous synthetic chemicals including polychlorinated biphenyls (PCBs) contribute to metabolic diseases including toxicant-associated steatohepatitis (TASH), a form of nonalcoholic fatty liver disease (NAFLD) [1, 2]. Fatty liver disease may progress from steatosis to steatohepatitis [nonalcoholic steatohepatitis (NASH), featuring increased liver injury and inflammation with or without fibrosis], to cirrhosis and hepatocellular carcinoma (HCC) [3]. The annual mortality from cirrhosis has increased by 65%, and the annual death rate from liver cancer has doubled since 1999 [4]. PCBs are positively associated with TASH, HCC, aberrant liver enzyme profiles and mortality in human cohorts (reviewed in [2]). PCBs are endocrine- and metabolism-disrupting chemicals that promote obesity, type 2 diabetes and/or fatty liver in humans and animals (reviewed in [2]). PCB exposures are considered the first ‘hit’ promoting steatohepatitis due to the second ‘hit’ of nutrient stress from a high-fat diet (HFD) [2].

We demonstrated that a single exposure of male C57Bl/6J mice to Aroclor 1260 [a non-dioxin-like (NDL) PCB mixture] altered the hepatic proteome, including increased macrophage infiltration detected as increased Cd68 transcript levels, and attenuated the liver’s protective responses against chronic (12 weeks) HFD nutritional stress [5]. Interestingly, we recently demonstrated that a single exposure to the dioxin-like (DL) PCB 126 produced a distinct hepatic proteome in male C57Bl/6J mice compared to Aroclor 1260, including the suppression of pro-fibrotic gene expression [6]. The PCB 126-exposed mice also showed a decreased plasma alanine aminotransferase (ALT), suggesting a protective effect of PCB 126 exposure from HFD-induced liver stress. Exposure to a single combined dose of both Aroclor 1260 and PCB 126 was associated with Gene Ontology (GO) processes related to epigenetic mechanisms [6].

Over 160 chemical modifications of transcribed RNAs that regulate transcript fate and function have been identified [7]. The proteins that add the chemical modification, recognize the specific modified RNA and remove that modification are termed ‘writers, readers, and erasers’. Transfer RNAs (tRNAs) are the most extensively modified cellular RNAs with 11–13 modifications per tRNA [8]. Many chemical modifications are found uniquely in tRNA within the D, T and anticodon loops that regulate tRNA stability, folding and interaction with the Elongator complex for translational fidelity [9]. One hundred and thirty modifications have been identified in ribosomal RNA (rRNA), including isomerization of uridine to pseudouridine (Ψ) and 2′-O-methylation of the ribose (Am) [8]. There are 13 known internal messenger RNA (mRNA) modifications located in the 5ʹ and 3ʹ untranslated regions (UTRs) as well as exons and introns [10]. N(6)-methyladenosine (m6A) is the most common dynamic modification of the transcriptome and regulates the function and processing of mRNAs, long non-coding RNAs (lncRNAs) and primary microRNAs (pri-miRNAs) [11]. In mammalian mRNA, ∼0.1–0.4% of RNA are exposed to m6A modification, with an average of 3–5 m6A sites per transcript [12]. The mechanisms regulating and roles of epitranscriptomic RNA modifications other than m6A are largely unknown [13].

Few studies have examined the impact of environmental chemicals on the epitranscriptome, the vast majority focused on m6A, and only in a small number of cells or tissues (reviewed in [14]). Likewise, readers, writers and erasers regulating N1-methyladenosine (m1A) and 5-methylcytidine (m5C) have been examined at the transcript level in cell lines and zebrafish. For mouse liver, only the impact of copper exposure has been examined. None of these studies examined levels of m6A, m1A or m5C *in vivo*, and the authors of this review noted the challenge of measuring RNA modifications represents a significant barrier in the field of environmental toxicology [14]. Thus, the overall objective of this study was to identify the impact of NDL versus DL PCBs alone or in combination with the global RNA epitranscriptome in the liver of HFD-fed male mice and to evaluate the contribution of these chemical RNA modifications on the PCB-specific changes in the proteome [6] and transcriptome.

Here, we tested the hypothesis that a single PCB exposure alters the global RNA epitranscriptome in HFD-fed male mouse liver. We identified 10 significant changes in global post-transcriptional chemical modification (PTM) RNA modifications in C57Bl/6J male mouse liver RNA after a 12-week *in vivo* exposure to HFD after a single dose of Aroclor 1260 and PCB 126 or combined Aroclor 1260 + PCB 126 using mass spectrometry (MS) since the resolution of MS allows identification of low-abundance chemical modifications [15]. We examined the readers, writers and erasers of these epitranscriptomic marks in the proteome of these liver samples [6] and in a new RNA-sequencing (RNA-seq) transcriptome analysis of the same liver samples. Using a comprehensive bioinformatics approach, we identified networks associated with the epitranscriptome and examined the expression of hub proteins and transcripts in these networks.

## Materials and Methods

### Animal Studies

The experimental design is modeled in Fig. 1. The animal protocol was ratified by the University of Louisville Institutional Animal Care and Use Committee [6]. Adult male C57BL/6 mice (8 weeks old) were purchased from Jackson Laboratory and randomized into four equal groups (*n* = 10). All mice were fed *ad libitum* a HFD (15.2%, 42.7% and 42.0% of total calories from protein, carbohydrate and fat, respectively; TekLad TD88137) throughout the study. At 10 weeks of age, 10 mice in each group were given either corn oil, Aroclor 1260 (20 mg/kg), PCB 126 (20 μg/kg) or a mixture of Aroclor 1260 (20 mg/kg) plus PCB 126 (20 μg/kg) via a one-time oral gavage. These concentrations were selected based on previous studies showing that Aroclor 1260 and PCB 126 act as ‘second hits’ in HFD-fed mice to induce steatohepatitis in a chronic mouse exposure model [16]. While Aroclor 1260 contains the PCB congeners that are reflective of human adipose bioaccumulation patterns [17], it did not activate mouse Ahr at environmentally relevant doses [18]. Because humans are exposed simultaneously to DL and NDL PCB mixtures, Aroclor 1260 alone does not adequately represent human exposure to PCB mixtures. Therefore, PCB 126 was added to Aroclor 1260. The dose of Aroclor 1260 in this study is the same as in our previous studies [16, 18]. Because PCB 126 is not the only DL PCB congener and human exposures vary, the PCB 126 dose was increased to 0.1% (20 μg/kg) [16]. We note that the 20-μg/kg PCB 126 dose is much lower than the 1.6-g/kg dose used in other studies [19]; however, the 20-μg/kg PCB 126 dose was sufficient to increase *Cyp1a2* transcript expression, as an example of an AhR target gene [18]. On the other hand, Aroclor 1260 (20 mg/kg) did not induce *Cyp1a2*, most likely due to the low levels of DL PCBs in the Aroclor 1260 mixture, which were not sufficient to activate the AhR [16]. The total time of HFD exposure was 12 weeks, with 10 weeks of co-PCB exposure after the single oral gavage (Fig. 1). At the end of week 12, post-gavage, the mice were fasted for  ∼6 h prior to euthanasia, and liver samples were harvested as described [6].

**Figure 1:**
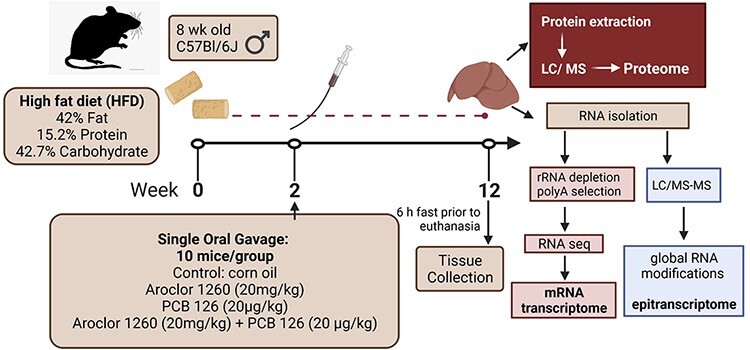
Experimental design: 8-week-old male C57Bl6/J mice were randomized into four groups of 10 mice/group. Mice received HFD diet (TekLad TD88137) for 2 weeks prior to oral gavage of corn oil vehicle (control), Aroclor 1260 (20 mg/kg NDL-PCB), PCB 126 (20 µg/kg) or the combination of Aroclor 1260 (20 mg/kg) + PCB 126 (20 µg/kg). After 12 weeks, the livers were collected and proteins extracted for proteome analysis [6]. RNA was isolated from five livers/group using Trizol. RNA was processed for RNA-seq to identify the mRNA transcriptome or for LC–MS/MS analysis of chemical RNA modifications in the global epitranscriptome. Created with BioRender.com

### RNA Isolation and Digestion

RNA was isolated from frozen mouse livers (stored at −80°C) [6]. RNA was isolated from five mouse livers/exposure group using Trizol (ThermoFisher) according to the manufacturer’s instructions. RNA quality and concentration were evaluated using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). Total RNA was denatured at 90°C for 3 min and then chilled in ice water for 3 min. To digest RNAs, 15 µg RNA was first mixed with 240 units nuclease S1 (Promega, Madison, WI) and 2 μl of reaction buffer (500 mM sodium acetate, 2.8 M NaCl and 45 mM ZnSO_4_, pH = 4.5). The mixture was incubated at 37°C for 4 h. After removing nuclease S1 using a Microcon centrifugal filter (Microcon YM-10, Sigma-Aldrich, St. Louis, MO), the pH of the solution was adjusted to basic using 2.5 µl of a mixture (1 mM MgCl_2_, 0.1 mM ZnCl_2_, 1 mM spermidine, 50 mM Tris-HCl, pH = 9.3), and 0.5 units of phosphodiesterase I (Worthington Biochemical Corporation, Lakewood, NJ) was added. The solution was then incubated at 37°C overnight. Phosphodiesterase I was removed using a Microcon YM-10 filter. Finally, 3 units of antarctic phosphatase (Promega, Madison, WI) was added, and the solution was incubated at 37°C for 4 h. Antarctic phosphatase was removed using a Microcon YM-3 filter (Sigma-Aldrich, St. Louis, MO).

### LC–MS/MS Analysis

All samples were analyzed in random order on a Thermo Q Exactive HF Hybrid Quadrupole-Orbitrap Mass Spectrometer coupled with a Thermo DIONEX UltiMate 3000 HPLC system (Thermo Fisher Scientific, Waltham, MA, USA). The UltiMate 3000 HPLC system was equipped with a reversed-phase chromatography column [20]. To obtain full MS data, every sample was analyzed by liquid chromatography (LC)–MS in positive mode (+). For metabolite identification, one pooled sample for each group was analyzed by LC–MS/MS in positive mode to acquire MS/MS spectra at three collision energies (20, 40 and 60 eV).

### Data Processing

XCMS software was used to deconvolute LC–MS spectra [21]. MetSign software was used for cross-sample peak list alignment, normalization and statistical analysis [22, 23]. To identify nucleosides, the LC–MS/MS data of the pooled samples were matched to the MS/MS spectra of 94 nucleoside standards recorded in Compound Discoverer software 3.2 MzVault (Thermo Scientific) that contains parent ion *m*/*z* value, retention time and MS/MS spectra. Chemspider and mzCloud were used for the identification of unknown compounds [24]. The threshold for the spectral similarity of the MS/MS spectra of a nucleoside standard and a spectrum of the pooled sample was set as  ≥40 with a maximum score of 100, while the thresholds of the retention time difference and *m*/*z* variation window were set as  ≤0.15 min and  ≤5 ppm, respectively.

### Statistical Analysis

SATP was used to analyze the differential expression analysis for each identified chemical RNA modification [25, 26]. The quantile method was used to normalize the intensity data after logarithm transformation with base 2. Then, we used LIMMA/Moderated t-test to compare the vehicle control to Aroclor 1260, PCB 126 or both Aroclor 1260 and PCB 126. For each comparison, the logarithm of fold change, *P*-value and adjusted *P*-value using the Benjamini–Hochberg (BH or FDR) [27] method for multiple testing of chemicals were evaluated.

### RNA-Sequencing

RNA was isolated from five mouse livers/experimental exposure using the RNeasy Mini Kit (Qiagen, Gaithersburgh, MD) according to manufacturers’ protocol. RNA-seq was performed as previously described [28, 29] with minor modifications. Briefly, libraries were prepared from 1 µg of mouse liver RNA using the TruSeq stranded mRNA Library Prep Kit (Illumina, San Diego, CA), along with TruSeq RNA CD Index Plate. Following preparation, the library was validated for size, purity and semiquantitation on an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA). Sequencing library quantitation was done by performing a MiSeq Nano (Illumina) test run. Samples were denatured and diluted to a final concentration of 1.8 pM prior to loading into the cartridge. Two sequencing runs were performed on the Illumina NextSeq 500 using the NextSeq 500/550 High Output Kit v2.5 (75 cycles). Data as fastq files were downloaded from Illumina’s BaseSpace onto the KBRIN server for analysis. Quality control of the raw sequence data was performed using FastQC (version 0.10.1) for each sequencing run, and the sequences were considered to be high quality, and no sequence trimming was necessary. The sequences were aligned to the mouse reference genome assembly (GRCm38.p6) using STAR (version 2.6) [30]. Differential expression was performed using DESeaq2 [31]. The raw counts were obtained from the STAR aligned bam format files using HTSeq (version 0.10.0) [32]. The raw counts were normalized using the relative log expression method and then filtered to exclude genes with <10 counts across samples. The counts were then filtered to include only genes with minimum expression of 1 FPKM in three or more samples and an average of at least 1 FPKM. Entrez gene identifiers for significantly expressed genes had a *q*-value cutoff of 0.05. The raw data of the RNA-seq are available at the Gene Expression Omnibus database (accession number GSE173271).

### *In Silico* Network Analysis

Data from RNA-seq were analyzed such that transcripts selected had a log2 fold-change (log2FC) >0.34 (or −0.34 for repressed transcripts) and a statistically significant threshold *q* value <0.05. Network analysis for RNA modifications, the DEG in the mRNA transcriptome and the proteome from these liver samples [6] was evaluated using the web-based software MetaCore version 21.1 (Cortellis, Philadelphia, PA). MetaCore is a manually curated database of experimental findings and interactions, including protein–protein, protein–DNA, protein–RNA and protein–compounds; metabolic and signaling pathways; and other additional information.

## Results

### Identification of Chemical Modifications in Total Mouse Liver RNA

PCBs, both NDL and DL congeners, are metabolism-disrupting chemicals that result in obesity-related diseases including NAFLD in exposed human and animal populations (reviewed in [2]). We previously reported large differences (99.58%) in the liver proteome of male C57Bl6/J mice exposed to HFD and either the NDL Aroclor 1260 or DL PCB congener PCB 126 alone or in combination 12 weeks after a single oral gavage of vehicle control (corn oil) or the PCB [6] (study design in Fig. 1). To examine if post-transcriptional RNA modifications are associated with the combined PCB and HFD exposure and may contribute to these proteome differences, LC–MS/MS analysis of total RNA isolated from mouse liver was used to identify and quantify the abundance of the modified and unmodified nucleosides [20]. Twenty-two PTMs of RNA were detected in the mouse liver samples (Supplementary Table S1), and 10 RNA modifications were statistically significant compared to HFD control in at least one PCB exposure group (Table 1). The writers, erasers, readers and function of these 10 significant RNA modifications are summarized in Table 2.

**Table 1:** PCB exposures alter chemical modifications identified in total RNA from male C57Bl/J mouse liver with HFD (Values are the mean logFC from five independent mice/exposure group, where logFC is the logarithm of the fold change with base 2 and the adjusted (Adj.) *P* value is the adjustment for the raw *P*-value using BH method for multiple testing of chemicals [27].)

RNA modification	PubChem CID	Aroclor 1260 logFC	Aroclor 1260 Adj. *P*-value	PCB 126 log FC	PCB 126 Adj. *P*-value	Aroclor 1260 + PCB 126 logFC	Adj. *P*–value
Am (2-O-methyladenosine)	317398	0.0155	0.0203^*^	−0.1222	1.22e-14^*^	0.0965	5.61e-13^*^
m1A (1-methyladenosine)	27476	−0.1491	0.1465	−0.3532	0.0002^*^	0.0061	0.9630
m2,2,7G (N2,N2,7-trimethylguanosine)	341661811	−0.0355	0.8313	−0.2825	0.0058^*^	0.1379	0.3727
m2,2G (N2,N2-dimethylguanosine)	135501639	−0.0988	0.2639	−0.2403	0.0012^*^	0.0092	0.9630
m5U (5-methylurdine)	445408	−0.0735	0.7848	−0.2815	0.0056^*^	−0.0101	0.9630
m6A (N6-methyladenosine)	102175	−0.0679	2.99e-10^*^	−0.1246	0.0000^*^	0.0986	5.61e-13^*^
m6Am (N(6),O(2)-dimethyladenosine)	6453528	−0.0616	0.8313	−0.3065	0.0124^*^	0.1057	0.8059
m7G (7-methylguanosine)	135445750	−0.0384	0.8383	−0.5434	0.0013*	−0.0990	0.8843
ms2t6A 2-(methylsulfanyl)-N6-L-threonylcarbamoyladenine	254741220	−0.0116	0.8383	−0.1962	0.0012^*^	0.0933	0.1903
Ψ (pseudouridine)	15047	−0.2237	0.1465	−0.3785	0.0034^*^	0.0917	0.8059

^*^ Statistically significant as indicated by the Adj *P*-value in the Table.

**Table 2:** Enzymes that modify the RNA molecules identified in the HFD-fed mice exposed to PCBs and the roles of these modifications

RNA modification	RNA modified	Role	Writer	Eraser	Reader
Am	tRNA snRNAs	Structure and stability, RNA–RNA interaction [12]	FTSJ1 CMTR1 [41, 69, 70]	FTO [33]	
m1A	tRNA T-loop, mRNA, mt rRNA		TRMT6 TRMT61A TRMT61B (mt) [9, 71]	ALKBH1 [67], ALKBH3 [72]	YTHDF1–3 [10]
m2,2,7G	mRNA cap		TGS1 [39, 73]		
m2,2G	tRNA between the D-loop and anticodon loop		TRM1 (Trmt1) [74]		
m5U	tRNA		TRMT2A TRMT2B [43]		
m6A	mRNA and U6 RNA	Processing of pri-miRNA to pre-miRNA [75]; lncRNA, circRNAs, mRNA splicing, stability, translation, degradation [13, 57, 76–84]	METTL3 METTL14 WTAP VIRMA RBM15 RBM15B ZC3H13 WTAP CBLL1 METTL16 [55, 84–86]	FTO, ALKBH5 [55]	YTHDF1–3, YTHDC1–2, HNRNPA2B1, IGFBP1–3, PRRC2A, FMR1, ELAVL1, HNRNPC, HNRNPG [10, 79, 87–90]
m6Am	mRNA	Cap modification [52]	PCIF1 [91]	FTO [33]	
m7G	mRNA	Cap modification [52, 92, 93]	RNMT METTL1 BUD23 [53, 92]		
ms2t6A	tRNA	Position 37 of tRNAs responsible for codons starting with A (ANN)- stabilizes the anticodon loop structure and enhances tRNA-anticodon binding [94]	CDKAL1 [95]		
Ψ	tRNA, rRNA, snRNAs, mRNA	Stabilize tRNA structure [96], enhanced mRNA translation [97], role in mRNA not well-understood [98]	PUS1, PUS3, PUS7, PUS7L, PUS10, DKC1, TRUB1 [9, 10, 53]		Incorporation of Ψ suppressed RNA recognition by toll-like receptors TLR2, TLR2, and TLR8 [98]

mt = mitochondrial.

### PCB Exposure Affects RNA Modifications in HFD-fed Mouse Liver

Exposure of mice to Aroclor 1260 increased the severity of HFD-induced NAFLD [18] while generating the fewest alterations in the liver proteome [6]. Exposure of mice to HFD + Aroclor 1260 significantly altered the abundance of two RNA modifications, while HFD + PCB 126 altered 10 RNA modifications (Table 1). The abundance of all 10 RNA modifications was significantly reduced by PCB 126 exposure compared to HFD alone. In contrast, exposure to HFD + both Aroclor 1260 and PCB 126 resulted in significant alterations in only two of the 10 RNA modifications. Nine of the 10 RNA modifications detected were methylations. Methylation is the most abundant RNA chemical modification [12]. Only two modifications were significantly different from HFD in all three PCB exposure groups: 2ʹ-O-methyladenosine (Am), a tRNA and small nuclear RNA (snRNA) modification, and m6A, the most common modification of the mRNA, lncRNA, pri-miRNA transcriptome.

### RNA Modifications and the Expression of Their Writers, Readers and Erasers in HFD-fed Mouse Liver with PCB Exposure

The abundance of Am was increased in Aroclor 1260- and Aroclor 1260- + PCB 126-exposed mouse liver compared to HFD control, whereas exposure to PCB 126 reduced Am abundance (Table 1). 2ʹO-methylation of RNA affects the structure and stability including RNA–RNA hybrid interaction [12]. 

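Liver RNA from 20 male C57BL/6 mice on a high-fat diet (HFD) was sequenced, with 5 mice in each of 4 groups. The groups were HFD control, HFD + Aroclor (the commercial PCB mixture of the study, mostly non-dioxin-like, 20 mg/kg), HFD + PCB 126 (a dioxin-like congener, 20 µg/kg) and HFD + Aroclor + PCB 126 (both at these doses). The PCBs were given by a single gavage after 2 weeks of the diet, which lasted 12 weeks in all. The methods give 10 weeks of PCB exposure, while the sample labels give 12 weeks. The authors prepared stranded libraries from polyadenylated RNA, aligned the reads to GRCm38.p6 with STAR and counted them per Ensembl gene with HTSeq. The deposited values are these counts before any normalization. The total count per library ranged from 21836506 to 36854887 (median 27360526) in HFD control, from 31265022 to 35611837 (median 34050202) in HFD + Aroclor, from 24212471 to 33131408 (median 30645511) in HFD + PCB 126 and from 23471120 to 29366462 (median 25105147) in HFD + Aroclor + PCB 126. From these counts, the libraries were normalized with the TMM method of edgeR and the 4 groups were fitted together in a quasi-likelihood model. The p-values were adjusted with the Benjamini-Hochberg method over the 15522 genes that had a total of at least 10 counts, and a transcript was taken as significantly changed at an adjusted p under 0.05. Transcript levels are given as CPM, the counts scaled to the library size after TMM normalization, and log2 fold changes (log2FC) are relative to HFD control unless another group is named.

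The libraries differed in how their counts followed the GC content of the genes. The slope of a gene's log2 CPM, relative to its mean over the 20 libraries, for each 10 percentage points of GC content was 0.26 ± 0.19 (SD, n = 5 mice) in HFD control, 0.0093 ± 0.092 in HFD + Aroclor, 0.12 ± 0.21 in HFD + PCB 126 and −0.39 ± 0.21 in HFD + Aroclor + PCB 126. The slopes of the combined exposure were lower than those of HFD control, with a difference of −0.65 (two-sided exact permutation test over 252 splits, p = 0.00794, the smallest p that 5 mice against 5 allow). The library index in the sample labels runs through the groups one after another, and the paper's text does not name the libraries of each sequencing run, so library order and exposure cannot be told apart. Each comparison was also made after GC correction, in which a smooth trend over GC content was subtracted from the log2 CPM of each library.

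**Figure D1:**
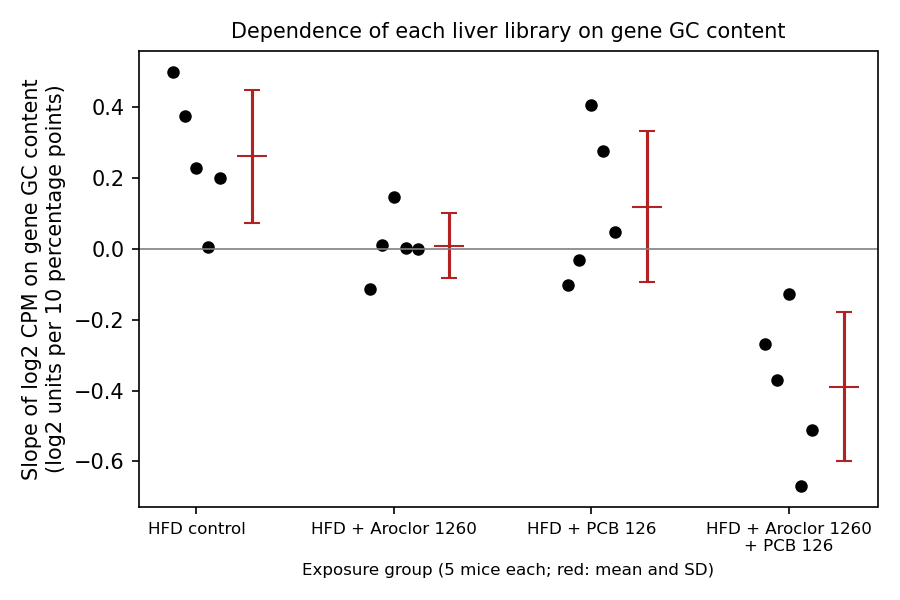
Slope of log2 CPM, relative to the mean over the libraries, on gene GC content (vertical axis, log2 units per 10 percentage points of GC content) in the 4 exposure groups (horizontal axis). Each point is the library of 1 mouse, and red marks give the mean and SD of the 5 mice of a group; the 5 libraries of the combined exposure lie between −0.67 and −0.13 and the 5 HFD control libraries between 0.0040 and 0.50.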

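Ftsj1 (ENSMUSG00000031171; chromosome X, from 8238668 to 8252406, minus strand, GRCm38) was measured at 17.9 ± 0.621 CPM (SD, n = 5) in HFD control, 15.9 ± 0.736 CPM in HFD + Aroclor, 18.1 ± 1.80 CPM in HFD + PCB 126 and 15.3 ± 1.37 CPM in HFD + Aroclor + PCB 126. Its log2FC was −0.17 (standard error 0.0840, edgeR adjusted p = 0.295) with Aroclor, 0.016 (standard error 0.0840, adjusted p = 0.954) with PCB 126 and −0.23 (standard error 0.0844, adjusted p = 0.0391) with the combined exposure. When each mouse was left out in turn, the log2FC with the combined exposure stayed between −0.28 and −0.22, and its adjusted p was under 0.05 in 4 of the 10 fits. After GC correction it was −0.20 (adjusted p = 0.111). The alternative that moved it most was a fit with the GC slope of each library as a covariate, which was chosen after seeing the data and gave −0.11 (adjusted p = 0.816). A fit with the replicate number of the mice as a block did not bring the adjusted p with the combined exposure under 0.05 either. The slopes of the 5 combined-exposure libraries all lay below those of HFD control, so the covariate fit can hardly separate exposure from slope. In simulated counts with GC trends it recovered 35.5% of the changed genes. For this and the following genes, a change that is lost or reversed in the covariate fit is therefore weak evidence against it. The sign with PCB 126 changed under 3 of the other filters and normalizations, with log2FC from −0.026 to −0.0048. Fto (ENSMUSG00000055932; chromosome 8, from 91313525 to 91668439, plus strand, GRCm38) was measured at 38.7 ± 1.78 CPM in HFD control and at 40.9 ± 3.03, 40.3 ± 5.63 and 37.8 ± 4.36 CPM with Aroclor, PCB 126 and the combined exposure. The log2FC of Fto was 0.080 (adjusted p = 0.679), 0.059 (adjusted p = 0.825) and −0.035 (adjusted p = 0.824) in the same order, none of them past the threshold. With correction for GC content and gene length together, the log2FC of Fto with Aroclor was −0.041, with PCB 126 −0.00060 and with the combined exposure −0.26 (adjusted p = 0.103).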

Neither the methyltransferase FTSJ1 (FtsJ RNA 2ʹ-O-Methyltransferase 1) nor the demethylase FTO (FTO Alpha-Ketoglutarate-Dependent Dioxygenase) that regulate Am modification (Table 2) were significantly altered in any PCB exposure group at the protein [6] or transcript level (Table 3).

**Table 3:** Expression of readers, writers and erasers of epitranscriptomic RNA marks in the HFD-fed PCB-exposed male mouse liver (All mice were on a HFD with four exposure groups: control, Aroclor 1260, PCB 126 or Aroclor 1260 + PDB 126 (Aro + PCB); data are the logFC relative to HFD control; all RNA transcript and protein values shown are significantly different in the direction indicated compared to HFD control (*P* < 0.05);. values are the mean of five separate mouse liver/exposure group.)

			RNA transcript abundance from RNA-seq				Protein abundance from (Jin *et al.* [16])		
RNA PTM	Writer	Ensembl (mouse gene ID)	Aroclor 1260 log FC	PCB 126 log FC	Aro + PCB logFC	Unitprot Protein ID	Aroclor 1260 log FC	PCB 126 log FC	Aro + PCB logFC
Am	FTSJ1	ENSMUSG00000031171				Q8CBC7			
	CMTR1	ENSMUSG00000024019				Q9DBC3			
m1A	TRMT6	ENSMUSG00000037376				Q8CE96			
	TRMT61A	ENSMUSG00000060950				Q80XC2		1.52	
	TRMT61B (mt)	ENSMUSG00000085492							
m2,2,7G	TGS1	ENSMUSG00000028233				Q923W1			
m2,2G	TRM1 (Trmt1)	ENSMUSG00000001909			−0.67	Q3TX08 A2RSY6			
m5U	TRMT2A	ENSMUSG00000022721			−0.53	Q8BNV1			
	TRMT2B	ENSMUSG00000067369				Q8BQJ6			
m6A	METTL3	ENSMUSG00000022160				Q8C3P			
m6A	METTL14	ENSMUSG00000028114				Q3UIK4			
m6A	WTAP	ENSMUSG00000060475				Q9ER69			
m6A	VIRMA	ENSMUSG00000040720				A2AIV2			
m6A	RBM15	ENSMUSG00000048109				Q0VBL3			
m6A	RBM15B	ENSMUSG00000074102				Q6PHZ5			
m6A	ZC3H13	ENSMUSG00000022000				E9Q784			
m6A	WTAP	ENSMUSG00000060475				Q9ER69			
m6A	CBLL1	ENSMUSG00000020659				Q9JIY2			
m6A	METTL16	ENSMUSG00000010554				Q9CQG2			
m6Am	PCIF1	ENSMUSG00000039849				Q6ZWS8			0.41
m7G	RNMT	ENSMUSG00000009535				Q9D0L8			
	METTL1	ENSMUSG00000006732				Q9Z120			
m7G	BUD23	ENSMUSG00000005378			−0.72	Q9CY21			
ms2t6A	CDKAL1	ENSMUSG00000006191				Q91WE6			
Ψ	PUS1	ENSMUSG00000029507			−0.65	Q9WU56		0.42	
	PUS3	ENSMUSG00000032103				Q9JI38			
	PUS7	ENSMUSG00000057541				Q91VU7			
	PUS7L	ENSMUSG00000033356				Q8CE46			
	PUS10	ENSMUSG00000020280			0.57	Q9D3U0			
	DKC1	ENSMUSG00000031403				Q9ESX5			
	TRUB1	ENSMUSG00000025086				Q8C0D0			
	Erasers								
Am, m6A, m6Am	FTO	ENSMUSG00000055932				Q8BGW1			
m1A, m6A	ALKBH1	ENSMUSG00000079036	−0.53			P0CB42			
m1A	ALKBH3	ENSMUSG00000040174				Q8K1E6			
m6A	ALKBH5	ENSMUSG00000042650				Q3TSG4			
	Readers								
m1A m6A	YTHDF1	ENSMUSG00000038848				P59326			
	YTHDF2	ENSMUSG00000040025				Q91YT7			
	YTHDF3	ENSMUSG00000047213			0.65	Q8BYK6			
m1A m6A	YTHDC1	ENSMUSG00000035851				E9Q5K9			
	YTHDC2	ENSMUSG00000034653			0.80	B2RR83			
m6A	HNRNPA2B1	ENSMUSG00000004980				O88569			
m6A	IGFBP1	ENSMUSG00000020429				P47876			
	IGFBP2	ENSMUSG00000039323	−0.62		−0.98	P47877			
	IGFBP3	ENSMUSG00000020427				P47878			
m6A	PRRC2A	ENSMUSG00000024393			−0.73	Q7TSC1			
	FMR1	ENSMUSG00000000838	0.67		0.87	P35922	0.67		0.66
	ELAVL1	ENSMUSG00000040028				P70372			
	HNRNPC	ENSMUSG00000060373				Q5RA82			
	HNRNPG = Rbmx	ENSMUSG00000031134				Q9WV02			

Am is converted to N^6^,2ʹ-O-dimethyladenosine (m6Am) [33]. The enzyme Phosphorylated CTD Interacting Factor 1 (PCIF1) catalyzes m6A methylation on 2-O-methylated adenine located at the 5′ ends of mRNAs to yield m6Am [34]. m6Am is in mRNA, rRNA, tRNA, non-coding RNA [13] and mitochondrial rRNA [35]. m6Am abundance was reduced in the PCB 126 exposure samples compared to HFD control. m6Am is the first nucleotide after the 7-methylguanosine (m7G) cap of selected mRNAs [36]. Increased m6Am corresponds with increased PCIF1 writer protein expression in HFD + PCB 126- + Aroclor 1260-exposed mouse liver compared to HFD control (Table 2). PCIF1 protein was not altered in the other PCB-exposed mice.

The abundance of m7G, a cap for mRNA [37], was significantly reduced by PCB 126 exposure (Table 1). Likewise, a decrease in BUD23 RRNA Methyltransferase and Ribosome Maturation Factor (Bud23) transcript abundance was detected in Aroclor 1260 + PCB 126 compared to HFD alone (Table 3). 

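Bud23 (ENSMUSG00000005378; chromosome 5, from 135052957 to 135064959, minus strand, GRCm38), whose transcripts have a GC content of 56.2%, was measured at 17.8 ± 1.82 CPM (SD, n = 5) in HFD control, 13.9 ± 1.07 CPM with Aroclor and 10.5 ± 1.79 CPM with the combined exposure. The log2FC with Aroclor was −0.36 (standard error 0.135, edgeR adjusted p = 0.218), and that with the combined exposure was −0.77 (standard error 0.137, adjusted p = 0.00104). The 5 mice with the combined exposure, at 8.54 to 12.1 CPM, were all below the 5 HFD control mice, at 15.5 to 19.9 CPM. With each mouse left out in turn, the log2FC stayed between −0.85 and −0.71, with an adjusted p under 0.05 in 10 of 10 fits. GC correction brought it to −0.33 (adjusted p = 0.0279). The GC slope covariate, chosen after seeing the data, moved it most, to −0.10 (standard error 0.142, adjusted p = 0.843), in a fit that can hardly separate exposure from slope. The annotated span of Bud23 overlaps that of Dnajc30, another gene of the count table, and the strand setting of the counting is not named in the paper's text, so its counts are treated as uncertain where the genes overlap.

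**Figure D2:**
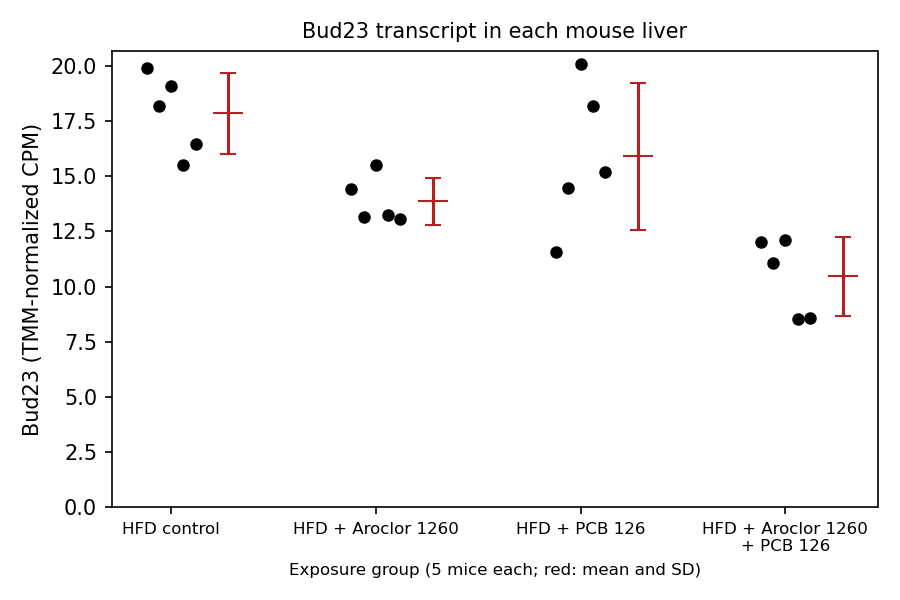
Bud23 transcript level (vertical axis, CPM after TMM normalization) in the 4 exposure groups (horizontal axis). Each point is 1 mouse, and red marks give the mean and SD of the 5 mice of a group; the mice with the combined exposure lie between 8.54 and 12.1 CPM, below the HFD control mice at 15.5 to 19.9 CPM.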

BUD23 methylates m7G in 18S rRNA [38]. N2,N2,7-trimethylguanosine (m2,2,7 G) abundance was also significantly reduced by PCB 126 exposure. m2,2,7G is an mRNA cap [39]. 

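Trmt1 (ENSMUSG00000001909; chromosome 8, from 84686307 to 84699808, plus strand, GRCm38) was measured at 28.1 ± 2.95 CPM (SD, n = 5) in HFD control, 21.1 ± 2.10 CPM in HFD + Aroclor, 26.7 ± 5.48 CPM in HFD + PCB 126 and 17.2 ± 1.99 CPM in HFD + Aroclor + PCB 126. Its log2FC with the combined exposure was −0.71 (standard error 0.128, edgeR adjusted p = 0.00104), and the leave-one-out fits ranged from −0.77 to −0.65. GC correction brought it to −0.27 (adjusted p = 0.0440). With the GC slope covariate, which can hardly be separated from exposure, it was no longer significant (log2FC −0.096, standard error 0.138, adjusted p = 0.846). With Aroclor alone the log2FC was −0.41 (standard error 0.127, adjusted p = 0.195). With PCB 126 alone it was −0.077 (standard error 0.127, adjusted p = 0.821), smaller than the spread between mice. Its sign was not fixed, since leaving out single mice gave values from −0.16 to 0.022 and the covariate gave 0.044. The combined exposure against PCB 126 alone gave a log2FC of −0.63 (adjusted p = 0.0136; after GC correction −0.27, adjusted p = 0.101). The annotated span of Trmt1 overlaps that of Nacc1, also in the count table, so the counts of Trmt1 are uncertain there.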

The transcript levels of Trmt1 (tRNA (m2,2,G2,6) dimethyltransferase) were significantly reduced in the mice exposed to Aroclor 1260 and PCB 126 compared to HFD control (Supplementary Table S2) but were not significantly changed by exposure to PCB 126 alone. Cap Methyltransferase 1 (CMTR1) methylates the ribose of the first nucleotide of an m(7)GpppG-capped mRNA [40] and other ribonucleosides, e.g. Am in mRNA [41]. 

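Cmtr1 (ENSMUSG00000024019; chromosome 17, from 29660595 to 29705979, plus strand, GRCm38) was measured at 9.15 ± 0.529 CPM (SD, n = 5) in HFD control, 8.95 ± 0.884 CPM in HFD + Aroclor, 8.60 ± 0.607 CPM in HFD + PCB 126 and 8.30 ± 1.03 CPM in HFD + Aroclor + PCB 126. The log2FC was −0.033 (standard error 0.0983, edgeR adjusted p = 0.871) with Aroclor, −0.090 (standard error 0.0986, adjusted p = 0.717) with PCB 126 and −0.14 (standard error 0.0989, adjusted p = 0.295) with the combined exposure. None of the 3 differences was past the threshold. With Aroclor the direction changed in fits that left out a mouse, which gave −0.091 to 0.023. With the GC slope covariate it was 0.035 with Aroclor and 0.030 with the combined exposure. The span of Cmtr1 overlaps 2 other genes of the count table, so its counts are treated as uncertain.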

We did not detect any significant change in Cmtr1 transcript or CMTR1 protein expression in the liver of any of the exposure groups (Table 3).

2-Methylthio-N^6^-threonylcarbamoyladenosine (ms2t6A) is in tRNA and is essential for decoding of Lys codons [42]. ms2t6A abundance was significantly reduced by PCB 126 exposure in the HFD mouse livers (Table 1). There was no significant alteration of its methyltransferase CDK5 Regulatory Subunit Associated Protein 1 Like 1 (CDKAL1) in the transcriptome or proteome analysis of the HFD ± PCB exposure mouse livers.

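Cdkal1 (ENSMUSG00000006191; chromosome 13, from 29191746 to 29855674, minus strand, GRCm38) was measured at 8.32 ± 0.480 CPM (SD, n = 5) in HFD control, 8.00 ± 0.801 CPM in HFD + Aroclor, 8.38 ± 0.803 CPM in HFD + PCB 126 and 8.72 ± 1.63 CPM in HFD + Aroclor + PCB 126. Its log2FC was −0.056 (standard error 0.119, edgeR adjusted p = 0.817) with Aroclor, 0.011 (standard error 0.119, adjusted p = 0.980) with PCB 126 and 0.066 (standard error 0.119, adjusted p = 0.722) with the combined exposure. After GC correction the direction with the combined exposure changed, to −0.32 (adjusted p = 0.110), and that with PCB 126 to −0.061 (adjusted p = 0.863).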

Ψ is present in the tRNA anticodon loop and is an internal mRNA modification [9, 10]. Ψ abundance was significantly reduced by PCB 126 exposure in the HFD mouse livers (Table 1). A number of enzymes are involved in the conversion of U to Ψ (Table 2). Pseudouridine Synthase 1 (PUS1) protein was increased in the livers of the HFD + PCB 126-exposed mice (Table 3). We detected a reduction in Pus1 and an increase in Pseudouridine Synthase 10 (Pus10) transcript levels in HFD-fed mice exposed to both Aroclor 1260 and PCB 126 (Table 3). m1A abundance was significantly reduced by PCB 126 exposure in the HFD mouse livers (Table 1). 

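Pus1 (ENSMUSG00000029507; chromosome 5, from 110773667 to 110780659, minus strand, GRCm38) was measured at 13.3 ± 2.01 CPM (SD, n = 5) in HFD control, 11.5 ± 0.776 CPM in HFD + Aroclor, 13.0 ± 1.65 CPM in HFD + PCB 126 and 8.09 ± 2.46 CPM in HFD + Aroclor + PCB 126. The log2FC of Pus1 with the combined exposure was −0.72 (standard error 0.171, edgeR adjusted p = 0.00400). After GC correction Pus1 was at −0.27 (adjusted p = 0.141). With the GC slope covariate it was at 0.072 (standard error 0.197, adjusted p = 0.926), too uncertain to give a direction. Pus10 (ENSMUSG00000020280; chromosome 11, from 23665674 to 23732876, plus strand, GRCm38) was measured at 19.5 ± 3.49, 22.8 ± 3.61, 22.6 ± 4.48 and 30.4 ± 3.32 CPM in the same order of groups. Its log2FC with the combined exposure was 0.64 (standard error 0.147, adjusted p = 0.00320), and 0.25 (adjusted p = 0.132) after GC correction. In the leave-one-out fits the log2FC ranged from −0.86 to −0.61 for Pus1 and from 0.56 to 0.71 for Pus10. The span of Pus10 overlaps that of Pex13, also in the count table, so its counts are uncertain there.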

Like m6A, m1A is a reversible mark added by three writers, erased by AlkB Homolog 1 and 3 (ALKBH1 and ALKBH3, Histone H2A Dioxygenases) and read by readers YTH N6-Methyladenosine RNA Binding Proteins 1–3 (YTHDF1–3; Table 2). Despite the reduced m1A abundance, we detected a significant increase in TRMT61A (mRNA Methyladenosine-N(1)-Methyltransferase Catalytic Subunit TRMT61A) m1A writer protein in the livers of the HFD + PCB 126-exposed mice. 

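Alkbh1 (ENSMUSG00000079036; chromosome 12, from 87425840 to 87444017, minus strand, GRCm38), an m1A eraser, was measured at 9.94 ± 2.09 CPM (SD, n = 5) in HFD control, 6.58 ± 1.73 CPM in HFD + Aroclor, 8.28 ± 2.03 CPM in HFD + PCB 126 and 7.21 ± 0.699 CPM in HFD + Aroclor + PCB 126. With Aroclor the log2FC was −0.59 (standard error 0.182, edgeR adjusted p = 0.195 over all tested genes). Adjusted over the 47 tested genes of Table 3 alone, p was 0.0613. The log2FC stayed between −0.75 and −0.49 when single mice were left out, with adjusted p from 0.0972 to 0.366. With PCB 126 it was −0.26 (adjusted p = 0.517). In the combined exposure it was −0.46 (adjusted p = 0.0588), and after GC correction −0.62 (adjusted p = 0.0434). The span of Alkbh1 overlaps that of Slirp, also in the count table, so its counts are uncertain there.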

We detected a significant reduction in Alkbh1 transcript levels in the livers of HFD mice exposed to Aroclor 1260 (Table 3). 

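Ythdf3 (ENSMUSG00000047213; chromosome 3, from 16183212 to 16217037, plus strand, GRCm38) was measured at 42.3 ± 10.2 CPM (SD, n = 5) in HFD control, 56.2 ± 10.8 CPM in HFD + Aroclor, 50.4 ± 9.49 CPM in HFD + PCB 126 and 70.9 ± 5.86 CPM in HFD + Aroclor + PCB 126. The log2FC of Ythdf3 with the combined exposure was 0.75 (standard error 0.163, edgeR adjusted p = 0.00248) and 0.21 (adjusted p = 0.224) after GC correction. Ythdc2 (ENSMUSG00000034653; chromosome 18, from 44827746 to 44889724, plus strand, GRCm38) was measured at 3.93 ± 1.83, 5.96 ± 2.02, 6.23 ± 1.77 and 8.53 ± 1.10 CPM in the same order of groups. Its log2FC with the combined exposure was 1.14 (standard error 0.293, adjusted p = 0.00618) and 0.61 (adjusted p = 0.0957) after GC correction. With the GC slope covariate it was −0.097 (standard error 0.349, adjusted p = 0.945), too uncertain to give a direction. Replicate 3 of the combined exposure had 6.61 CPM of Ythdc2, below the 8.69 to 9.29 CPM of the other mice. The leave-one-out fits gave log2FC from 0.64 to 0.83 for Ythdf3 and from 0.95 to 1.37 for Ythdc2.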

We detected significant increases in the transcript abundance of the m1A readers Ythdf3 and Ythdc2 in the livers of HFD mice exposed to both Aroclor 1260 and PCB 126 (Table 3). 

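Of the m1A writers, erasers and readers of Table 3, 9 genes could be tested in HFD + PCB 126 against HFD control (5 mice each): Trmt6, Trmt61a, Alkbh1, Alkbh3, Ythdf1, Ythdf2, Ythdf3, Ythdc1 and Ythdc2. Trmt61b was not analysed here. The log2FC with PCB 126 ranged from −0.26 for Alkbh1 to 0.68 for Ythdc2. The number with an edgeR adjusted p under 0.05 was 0, the smallest adjusted p was 0.289, and 1 gene had an unadjusted p under 0.05. For Trmt61a (0.013), Alkbh3 (0.021), Ythdf1 (0.015), Ythdf2 (0.019) and Ythdc1 (0.067) the log2FC was close to 0 and changed sign under at least 1 alternative and when single mice were left out. The span of Alkbh3 overlaps another gene of the count table. In the combined exposure 4 of the 9 genes had an adjusted p under 0.05 (Trmt6, Ythdf3, Ythdc1 and Ythdc2). After GC correction 2 had one, Alkbh1, which was not among these, and Ythdc1, whose direction had changed, so 0 of the 4 were past the threshold in the same direction.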

Taken together, none of the transcript or protein expression changes in the m1A writers, readers or erasers correlate with the observed decrease in m1A abundance in the livers of the HFD mice exposed to PCB 126.

Exposure of mice to HFD and either Aroclor 1260 or PCB 126 individually or in combination also reduced the abundance of 5-methyluridine (m5U), a modification found in the T-loop of tRNA [9] and catalyzed by TRMT2A and TRMT2B in mammals [43]. 

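Trmt2a (ENSMUSG00000022721; chromosome 16, from 18248679 to 18254772, plus strand, GRCm38) was measured at 17.6 ± 2.18 CPM (SD, n = 5) in HFD control, 14.8 ± 1.92 CPM in HFD + Aroclor, 16.0 ± 3.13 CPM in HFD + PCB 126 and 12.0 ± 1.70 CPM in HFD + Aroclor + PCB 126. The log2FC of Trmt2a with the combined exposure was −0.56 (standard error 0.137, edgeR adjusted p = 0.00455), from −0.63 to −0.52 when single mice were left out. After GC correction it was −0.23 (adjusted p = 0.141). With the GC slope covariate it was 0.045 (standard error 0.161, adjusted p = 0.945), too uncertain to give a direction. The span of Trmt2a overlaps those of Ranbp1 and Dgcr8, which are in the count table, so its counts are uncertain there. Trmt2b (ENSMUSG00000067369; chromosome X, from 134222339 to 134276984, minus strand, GRCm38) was measured at 41.8 ± 1.06, 48.7 ± 6.96, 49.0 ± 3.68 and 56.4 ± 4.60 CPM in the same order of groups. Its log2FC with the combined exposure was 0.43 (standard error 0.0907, adjusted p = 0.00194) and 0.18 (adjusted p = 0.155) after GC correction. Replicate 5 of the combined exposure had 64.4 CPM of Trmt2b, above the 52.7 to 55.5 CPM of the other mice.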

Interestingly, we detected a significant reduction in Trmt2a transcript levels in the HFD-fed mice exposed to both Aroclor 1260 and PCB 126; however, there was no significant difference in the protein levels of TRMT2A or TRMT2B in the proteome from these mice [6] (Table 3).

### Integrated Network Analysis of RNA Modifications Identified in Mouse Liver after HFD and PCB Exposures

Integrated network analysis of the 10 significant RNA modifications (Table 1) in MetaCore filtered by tissue (liver) and species (mouse) identified two networks in all three HFD mouse liver PCB exposure groups: (i) ‘m1A intracellular’ (Fig. 2) and (ii) ‘m6A intracellular’ (Fig. 3). A limitation of MetaCore is that it relies on published information and there are very few publications on the PTM of mouse liver RNA. 

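The genes Mtor, Adora2a, Gna15, Yy1 and Pik3r1 of Supplementary Table 3, and Gnaq and Gna11 of Fig. 3, were tested against HFD control with 5 mice per group. Kcnj3 had 4 counts over the 20 libraries and was not tested. With Aroclor their log2FC ranged from −0.23 (Adora2a) to 0.32 (Gnaq), and the smallest edgeR adjusted p was 0.253. With PCB 126 they ranged from −0.58 (Gna15) to 0.16 (Gnaq), and the smallest adjusted p was 0.537. An unadjusted p under 0.05 was found for 1 gene with Aroclor and for 0 with PCB 126. In the combined exposure 3 of the 7 genes had an adjusted p under 0.05, with log2FC of 0.40 for Pik3r1 (standard error 0.120, adjusted p = 0.0144), 0.52 for Gnaq (standard error 0.137, adjusted p = 0.00723) and −0.40 for Gna11 (standard error 0.146, adjusted p = 0.0401). After GC correction these were 0.11 (adjusted p = 0.553), 0.32 (adjusted p = 0.0762) and 0.019 (adjusted p = 0.953), so that the direction of Gna11 changed. The directions of Mtor, Adora2a and Gna15 with the combined exposure also changed after GC correction, to 0.034, 0.13 and 0.20. For Gna15 and Gna11 with Aroclor, and for Yy1, Pik3r1 and Gna11 with PCB 126, the sign changed in at least 1 fit without a mouse. Replicate 3 of HFD + PCB 126 had 60.1 CPM of Pik3r1, below the 81.0 to 90.1 CPM of the other mice. The span of Mtor overlaps that of Angptl7, also in the count table.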

We examined the expression of the identified upstream or downstream network proteins/genes in the proteome and RNA-seq transcriptome from each mouse liver exposure group, but no differences in expression versus the HFD control were detected (Supplementary Table S3).

**Figure 2:**
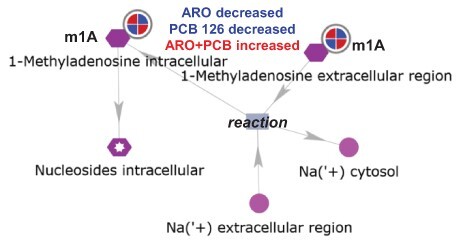
m1A network in PCB- and HFD-exposed mouse liver: the RNA modifications detected in HFD mouse liver after exposure to (i) Aroclor 1260, (ii) PCB 126 or (iii) Aroclor 1260 + PCB 126, with log FC and *P* values were analyzed together using network analysis filtered by tissue (liver) and species (mouse) in MetaCore. The circle with red and blue wedges depicts the significant reduction (blue) of m1A in Aroclor 1260- and PCB 126-exposed mice on HFD and the increase (red) in m1A observed in the Aroclor 1260- + PCB-exposed mice on HFD. MetaCore connected extracellular m1A to an intracellular reaction that regulates Na+ in the cytosol, but we were unable to ascertain information on this connection in PubMed

**Figure 3:**
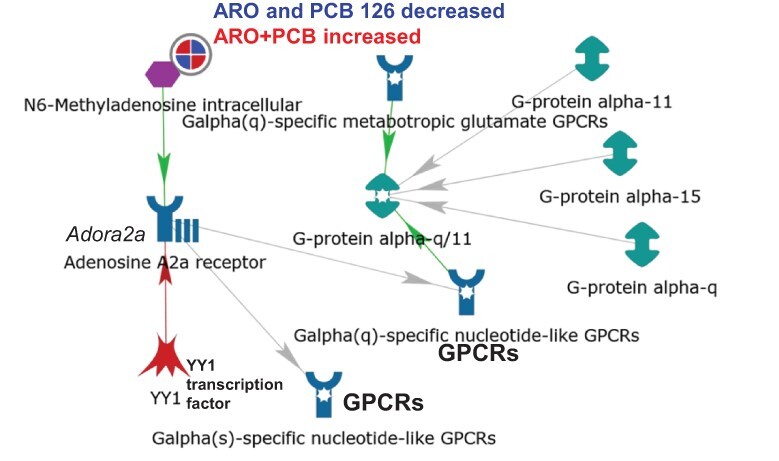
m6A network in PCB- and HFD-exposed mouse liver connects through activation of adenosine A2a receptor (*Adora2a*) to G protein-coupled receptor (GPCR) signaling pathways. The RNA modifications detected in HFD mouse liver after exposure to (i) Aroclor 1260, (ii) PCB 126 or (iii) Aroclor 1260 + PCB 126, with log FC and *P* values, were analyzed together using network analysis filtered by tissue (liver) and species (mouse) in MetaCore. The circle with red and blue wedges depicts the significant reduction (blue) of m6A in Aroclor 1260- or PCB 126-exposed mice and the increase (red) in m6A observed in the livers of mice with combined Aroclor 1260 + PCB 126 exposure. Green lines and arrows indicate positive/activation, whereas red indicates negative/inhibition. Whether YY1 inhibits *Adora2a* transcription in mouse liver is as depicted was not found in PubMed

### Identification of Joint Pathways for RNA Modifications and the Transcriptome Identified in Mouse Liver after HFD and PCB Exposures

MetaCore was used to integrate the RNA modification and transcriptome data of the mouse liver in response to HFD and exposure to each PCB (Tables 4 and 5). This analysis revealed pathways driven by the more numerous changes in the RNA transcriptome in each HFD mouse liver PCB exposure sample than the RNA modifications alone. This result likely reflects the paucity of literature on how RNA modifications impact the transcriptome in mouse liver.

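Relative to HFD control, the number of genes with an edgeR adjusted p under 0.05, of 15522 tested with 5 mice per group, was 0 with Aroclor, 18 with PCB 126 (16 higher and 2 lower) and 5089 with the combined exposure (2454 higher and 2635 lower). An unadjusted p under 0.05 was found for 2677, 2280 and 6581 genes. With the further threshold of the methods, a log2FC beyond 0.34 in either direction, 0, 18 and 4610 genes were changed. With DESeq2, which the methods name, the numbers at an adjusted p under 0.05 were 135, 320 and 5620. The alternative that moved the combined exposure most was the GC slope covariate, chosen after seeing the data, with 484 (17 higher), 760 (209 higher) and 523 (34 higher) genes. After GC correction the numbers were 0, 50 and 1419. In the genes of lowest GC content (33.0 to 44.6%), 1448 of 3104 genes were higher and 9 lower with the combined exposure, and in those of highest GC content (55.7 to 72.8%), 7 of 3103 were higher and 1443 lower. The mice of different groups share replicate numbers. Same-numbered mice of HFD + Aroclor and HFD control deviated together from their group means with a mean correlation of 0.122 across genes over 5 pairs, and those of the combined exposure and HFD control with 0.314. With the replicate number as a block, 26, 101 and 5292 genes were changed, and with the block and GC correction together 21, 116 and 1466. The authors analysed the RNA modifications in MetaCore together with the transcripts that their own comparison called beyond this log2FC. From this the paper states that the pathways it found in each exposure group were driven by the transcripts, whose changes were more numerous.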

**Table 4:** MetaCore network analysis and GO processes from comparative analysis of RNA modification in three PCB exposure mouse liver data sets (all versus HFD control): HFD + Aroclor 1260; HFD + PCB 126; HFD + Aroclor 1260 + PCB 126

Network	GO processes
m1A intracellular	Receptor metabolic process (100.0%; 1.184e-15) Receptor-mediated endocytosis (100.0%; 1.961e-13) Low-density lipoprotein particle receptor catabolic process (57.1%; 3.692e-12) Low-density lipoprotein receptor particle metabolic process (57.1%; 3.692e-12) Cell surface receptor signaling pathway involved in cell–cell signaling (100.0%; 9.348e-12)
m6A intracellular	Phosphatidylinositol-mediated signaling (40.0%; 7.977e-21) Inositol lipid-mediated signaling (40.0%; 1.359e-20) Response to organonitrogen compound (73.3%; 5.222e-18) Response to nitrogen compound (73.3%; 2.047e-17) Phospholipase C-activating G protein-coupled receptor signaling pathway (36.7%; 6.330e-17)

**Table 5:** MetaCore pathway maps for each mouse liver exposure group

Exposure (all HFD)	Pathway map 1	Pathway map 2	Pathway map 3	Pathway map 4
Aroclor 1260, PCB 126 or Aroclor 1260 + PCB 126	Immune response: role of DPP4 (CD26) in immune regulation	Cytidine triphosphosphate (CTP)/uridine triphosphosphate (UTP) metabolism	Role of interferon (IFN)-beta in the improvement of blood–brain barrier integrity in multiple sclerosis	Regulatory T cells in murine model of contact hypersensitivity

## Discussion

PCBs are ‘legacy contaminants’ that act as metabolism-disrupting chemicals and that continue to be present in humans (reviewed in [44]), including increased levels in circulation after weight reduction surgery in obese individuals [1, 45]. In mouse models on a HFD, NDL PCBs, e.g. Aroclor 1260, increased diet-induced hepatic steatosis, inflammation and fibrosis by affecting pathways regulated by epidermal growth factor receptor (46–49), constitutive androstane receptor (CAR, *Nr1i3*) and Pregnane X receptor (PXR, *Nr1i2*) [3, 16, 17]. In contrast, exposure of mice to a ‘healthy diet’ and DL PCBs, e.g. PCB-126, but not NDL PCBs, e.g. Aroclor 1260, results in hepatic steatosis and NAFLD [2]. We previously reported large differences in the liver proteome of mice exposed to Aroclor 1260, PCB 126 and the combination of Aroclor 1260 + PCB 126 and identified many new PCB targets that explain in part some of the differences in liver phenotypes with these PCBs [6]. The rationale for our study is based on the observation that exposure to Aroclor 1260 + PCB 126 was associated with GO processes related to the regulation of gene expression by epigenetic mechanisms [6]. In addition, epitranscriptomic RNA modifications alter the processing of primary RNA transcripts and mRNA translation. Thus, here, we examined the global epitranscriptome in all three PCB exposure groups to address the idea that epitranscriptomic reprogramming regulates the proteome and mRNA transcriptome. A weakness in the present study is the absence of the evaluation of control diet versus HFD that can be addressed in future work.

To our knowledge, this is the first study to identify global RNA epitranscriptomic changes by MS in the livers of mice exposed to HFD and PCBs that cause hepatic steatosis and fibrosis. Examination of RNA chemical modification in response to the environmental exposure and the impact of these epitranscriptomic marks on environmental disease is a growing field of interest [14]. To date, most studies have examined the impact of selected toxicants, e.g. B[a]P, aflatoxin B1, BPA, pesticides and arsenic, on the transcript levels of m6A readers, writers and erasers in mouse tissues or cell lines [14]. The state of knowledge on the contribution of m6A epitranscriptomics to hepatic function and liver disease was recently reviewed [13], thus identifying significant gaps in knowledge about this well-studied modification. However, other modifications are still barely examined. Exposure of zebrafish embryos to 10 nM PCB 126 for 7 h followed by m6A-RIP-seq identified 15 differential m6A peaks in transcripts of PCB-exposed embryos [50]. The 15 m6A-marked transcripts after PCB 126 exposure are targets of AHR agonists (fitting with this DL PCB) and the study identified one differential splicing event, indicating that PCB 126 can affect developmental gene expression patterns [50]. m6A RIP in HepaRG cells identified *UGT2B7* as downregulated by m6A modification [51]. There are species and tissue/cell-type differences in m6A marks in the epitranscriptome of mice and humans [52].

Our results support the possible role of m6A modification in HFD and PCB exposure-induced mouse liver steatosis. m6A abundance was reduced in total hepatic RNA from mice on HFD with exposure to Aroclor 1260 or PCB 126; however, when mice were exposed to the combination of Aroclor 1260 and PCB 126, m6A abundance was increased compared to HFD control. This finding may relate to the increase in GO ‘Regulation of Gene Expression Processes’ in the liver proteome of the HFD + co-exposed Aroclor 1260 + PCB 126 mice [6].

There are a few studies of m6A in mouse liver. The expression of m6A readers, writers and erasers was reduced from birth to 60 days in the livers of male C57Bl/6J mice [53]. HFD-fed female C57BL/6 mice (6 weeks, 45% fat) had decreased liver m6A levels and increased FTO protein expression [54]. FTO is an ‘eraser’ of the m6A mark [55]. Mice with global knockout of Mettl3 (an m6A writer) showed a decreased expression of genes regulating liver fatty acid (FA) synthesis, e.g. *Pgc1a1*, *Fasn* and *Sirt1* ([56], reviewed in [13]). HFD-fed (8 weeks 45% fat) male C57Bl/6 mice had 6254 more m6A peaks identified in m6A-RNA immunoprecipitation-sequencing (Me-RIP-seq) in the liver compared to control diet–fed mice [57]. The authors reported increased m6A peaks in genes associated with lipid metabolism–associated GO processes, i.e. peroxisome proliferator-activated receptor (PPAR) signaling pathway, FA degradation, FA metabolism and biosynthesis of unsaturated FA in the HFD liver. In contrast, ‘downmethylated’ genes in the HFD liver were enriched in GO terms ribosome, steroid hormone biosynthesis, chemical carcinogenesis, linoleic acid metabolism and retinol metabolism [57].

Another study showed that glucocorticoid-induced lipid accumulation in liver cells was mediated by glucocorticoid receptor–induced FTO expression resulting in decreased m6A and activation of lipogenic genes, e.g. *Scd* [58]. Similarly, Me-RIP-seq identified more m6A marks in liver transcripts from obese *db/db* male mice compared to lean mice with increased m6A abundance and transcript expression of lipogenic genes, e.g. *Srebp1c*, *Fasn*, *Acc1* and *Scd* [59]. Despite these studies demonstrating that HFD affects liver m6A and FTO, there are no studies examining global epitranscriptomic RNA modifications in the liver after environmental exposure in the presence of HFD, thus making this study unique.

Me-RIP-seq identified 6254 more m6A peaks in the liver from HFD-fed male C57Bl/6 mice compared to control diet–fed mice [57]. Thus, the finding of reduced total m6A in the HFD male Aroclor 1260- or PCB 126-exposed mice in our study suggests that exposure to PCBs may reduce m6A levels, while the combination of both Aroclor 1260 and PCB 126 mitigated this response. It will be important to identify transcripts modified by m6A in our mouse model of TASH by Me-RIP-seq for a direct comparison of hepatic responses to these environmental stressors.

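Bud23 transcripts were measured at 15.9 ± 3.32 CPM (SD, n = 5) in HFD + PCB 126. The log2FC relative to HFD control was −0.17 (standard error 0.135, edgeR adjusted p = 0.591), which was not past the threshold. When single mice were left out it ranged from −0.27 to −0.072, and after GC correction it was −0.093 (adjusted p = 0.663). The combined exposure was lower than PCB 126 alone, with a log2FC of −0.60 (adjusted p = 0.0144; after GC correction −0.23, adjusted p = 0.157). The interaction of Aroclor and PCB 126 for Bud23 was −0.24 (adjusted p = 0.636). Its counts are uncertain where Bud23 overlaps Dnajc30.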

We observed that m7G abundance was reduced by PCB 126 exposure along with Bud23, a m7G methyltransferase, transcript expression. Bud23 (previously called Wbscr22) was significantly reduced from birth to 60 days in the livers of male C57Bl/6J mice [53]. BUD23 and TRMT112 form a heterodimeric methyltransferase nucleocytoplasmic complex for rRNA m7G modification [38]. This is an essential step in the 40S biogenesis pathway required for protein translation [60]. mRNAs are recruited to the ribosome by m7G interaction with the cap-binding complex eIF4E, eIF4A and eIF4G [61]. Thus, we would expect a reduction in protein synthesis; indeed, Aroclor 1260 + PCB 126 exposure generated 14 fewer proteins in the hepatic proteome analysis compared to the PCB 126 proteome but 109 more proteins compared to the Aroclor 1260 proteome [6]. However, eIF4E3 protein was increased in the PCB 126 proteome (1.44 logFC) compared to HFD and was not significantly altered in the other PCB exposure proteomes [6]. Since eIF4E3 inhibits mRNA export and translation targets of eIF4E1 and acts as a tumor suppressor [62], the increase in eIF4E3 in the PCB 126 proteome may affect the selected transcript translation.

Similarly, mRNA cap m2,2,7G abundance was reduced by PCB 126 exposure. m2,2,7G is also a cap for uridine-rich snRNAs that are recognized by SNUPN (Snurportin 1) [63]. 

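Snupn (ENSMUSG00000055334; chromosome 9, from 56950878 to 56983206, plus strand, GRCm38) was measured at 9.92 ± 0.658 CPM (SD, n = 5) in HFD control and 9.51 ± 0.940 CPM in HFD + PCB 126. The log2FC with PCB 126 was −0.061 (standard error 0.0927, edgeR adjusted p = 0.806), and it stayed between −0.10 and −0.016 when single mice were left out. In the combined exposure Snupn was at 9.22 ± 0.197 CPM, where replicate 4, at 9.56 CPM, lay above the 9.07 to 9.20 CPM of the other mice.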

There was no significant difference in liver Snupn transcript or protein abundance between HFD control and HFD + PCB 126-exposed mice (data not shown).

Ψ abundance was significantly reduced by PCB 126 exposure in the HFD mouse livers. Despite the high levels of Ψ in RNA, there is only one study on the impact of environmental exposures on Ψ in mouse liver [64]. That study showed an increase in Ψ in the urine of mice after a dietary exposure to a mixture of six pesticides: boscalid, captan, chlorpyrifos, thiofanate, thiacloprid and ziram [64]. Similarly, exposure of mice to Ochratoxin A (a mycotoxin) increased Ψ in urine and was considered a marker of renal cell turnover [65]. m1A abundance was significantly reduced by PCB 126 exposure in the HFD mouse livers. The number of m1A modifications in the mRNA transcriptome varies with the detection method [10] but is generally found in the 5ʹUTR of some mRNAs [66]. m1A is also found in the T-loop of tRNA [9]. Decreased m1A abundance in tRNA affects the translation initiation and elongation by regulating the levels of initiator methionyl-tRNA (RNA^iMet^) and the association of other ALKBH1-target tRNAs to polysomes, thus affecting protein synthesis [67].

## Conclusion

This study identified global changes in the PTM RNA transcriptome in a murine model of PCB and HFD-exposure-induced TASH. Environmental hepatology is an emerging field focused on identifying and treating environmental contributions to liver disease [68]. From 22 PTM global RNA modifications detected, we identified 10 RNA modifications that were significantly changed by PCB exposure in HFD-fed male mice. 

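Between HFD + Aroclor + PCB 126 and HFD + PCB 126, 2589 genes had an edgeR adjusted p under 0.05 (875 higher and 1714 lower with the combined exposure), and after GC correction 0 genes (3104 at an unadjusted p under 0.05). Between the combined exposure and Aroclor alone there were 64 genes (16 higher and 48 lower), and 5 after GC correction. The interaction of Aroclor and PCB 126, which tests whether the combined exposure differed from the sum of the single exposures on the log2 scale, had 0 genes (1846 at an unadjusted p under 0.05). With the replicate number as a block, the interaction had 38 genes, all higher, and the combined exposure differed from PCB 126 in 3127 genes, or 203 with the block and GC correction together. Between the combined exposure and Aroclor, the block gave 475 genes (153 higher and 322 lower). The block and GC correction together gave 49 there, of which 32 were higher and 17 lower. Of the 48 genes of Table 3, 47 were tested. Over all tested genes, 0 of these had an adjusted p under 0.05 with Aroclor (10 unadjusted), 0 with PCB 126 (5 unadjusted) and 21 with the combined exposure (27 unadjusted), of which 13 were higher and 8 lower. Adjusted over the Table 3 genes alone, the numbers were 0, 0 and 23. After GC correction 9 Table 3 genes had an adjusted p under 0.05 with the combined exposure, of which 3 were also called without it (Trmt1, Bud23 and Ythdc1, with Ythdc1 in the opposite direction), and with the GC slope covariate 0. Mettl3, Mettl16, Alkbh1, Hnrnpa2b1, Igfbp3 and Hnrnpc were called with GC correction and not without it. Table 3 of the paper lists Igfbp2 and Prrc2a as m6A readers, and whether these genes have that role was not tested here. Igfbp2 (ENSMUSG00000039323; chromosome 1, from 72824503 to 72852474, plus strand, GRCm38) was measured at 399 ± 123 CPM (SD, n = 5) in HFD control, 214 ± 68.1 CPM with Aroclor, 419 ± 240.3 CPM with PCB 126 and 143 ± 34.2 CPM with the combined exposure. Its log2FC with the combined exposure was −1.48 (standard error 0.355, adjusted p = 0.00413; after GC correction −0.91, adjusted p = 0.0973) and with Aroclor −0.90 (standard error 0.351, adjusted p = 0.225). Prrc2a (ENSMUSG00000024393; chromosome 17, from 35149076 to 35164897, minus strand, GRCm38) was measured at 57.2 ± 5.24, 51.2 ± 12.2, 52.3 ± 6.79 and 32.6 ± 9.20 CPM in the same order of groups. Its log2FC with the combined exposure was −0.81 (standard error 0.176, adjusted p = 0.00239; after GC correction −0.16, adjusted p = 0.469).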

The abundance of m6Am was associated with the highest number of hepatic transcript changes in HFD + PCB 126- + Aroclor 1260-exposed mice. Increases in the abundance of m6Am and Ψ were associated with increased PCIF1 and PUS10 writer protein expression in HFD + PCB 126- + Aroclor 1260-exposed mouse liver. Increased m1A and m6A were associated with increased reader YTHDF2 and YTHDC2 transcript and reader FMR1 transcript and protein abundance. 

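Ythdf2 (ENSMUSG00000040025; chromosome 4, from 132184912 to 132212303, minus strand, GRCm38) was measured at 23.7 ± 4.21 CPM (SD, n = 5) in HFD control, 24.0 ± 2.00 CPM in HFD + Aroclor, 24.0 ± 1.53 CPM in HFD + PCB 126 and 27.7 ± 2.13 CPM in HFD + Aroclor + PCB 126. The log2FC of Ythdf2 with the combined exposure was 0.22 (standard error 0.106, edgeR adjusted p = 0.116), and 0.046 (adjusted p = 0.822) after GC correction. Replicate 3 of the combined exposure had 23.9 CPM of Ythdf2, below the 28.3 to 29.2 CPM of the other mice. The adjusted p was under 0.05 in 1 of the 10 fits that each left out a mouse. With the GC slope covariate the direction changed (−0.16, adjusted p = 0.712), in a fit that can hardly separate exposure from slope. Fmr1 (ENSMUSG00000000838; chromosome X, from 68678541 to 68717963, plus strand, GRCm38) was measured at 9.37 ± 3.24, 17.2 ± 4.49, 13.9 ± 4.35 and 20.4 ± 2.72 CPM in the same order of groups. Its log2FC was 1.13 (standard error 0.243, adjusted p = 0.00228) with the combined exposure and 0.89 (standard error 0.241, adjusted p = 0.184) with Aroclor. After GC correction that with the combined exposure was 0.50 (adjusted p = 0.0652). With DESeq2 the adjusted p of Fmr1 with Aroclor was 0.0481.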

Further studies identifying transcripts directly regulated by these epitranscriptomic RNA modifications are needed to contextualize their role in TASH and evaluate if similar modifications occur in human disease.

## Supplementary Material

dvab008_Supp Click here for additional data file.

## Data Availability

Data are available in Supplementary data.

# Supplementary material for: Combined exposure to polychlorinated biphenyls and high-fat diet modifies the global epitranscriptomic landscape in mouse liver
**Source:** Environ Epigenet. 2021 Sep 17;7(1):dvab008. doi: 10.1093/eep/dvab008
**Supplement:** dvab008_Supp

**Supplementary Table 1: RNA modifications detected in mouse liver.** Values are the mean log fold change (logFC) from five independent mice/exposure group. Where logFC is the logarithm of the fold change with base 2 and the adjusted (Adj.) p value is the adjustment for the raw p-value using BH method for multiple testing of chemicals (Benjamini and Hochberg 1995).

|                                                  |             |              | Arochlor1260 vs HFD |               | PCB 126 vs HFD |               | Arochlor1260 + PCB 126 vs HFD |               |
|--------------------------------------------------|-------------|--------------|---------------------|---------------|----------------|---------------|-------------------------------|---------------|
| Chemical name                                    | PubChem CID | modification | logFC               | adj.p-value   | logFC          | adj.p-value   | logFC                         | adj.p-value   |
| 2-O-methyladenosine                              | 317398      | Am           | 0.0155              | <b>0.0203</b> | -0.1222        | <b>0.0000</b> | 0.0965                        | <b>0.0000</b> |
| 2'-O-methylcytidine                              | 145710370   | Cm           | -0.0305             | 0.8313        | -0.0966        | 0.2700        | 0.0740                        | 0.8059        |
| 2'-O-methylguanosine                             | 135406950   | Gm           | 0.4654              | 0.7848        | 0.3206         | 0.5901        | 0.1194                        | 0.9630        |
| 1-methyladenosine                                | 27476       | m1A          | -0.1491             | 0.1465        | -0.3532        | <b>0.0002</b> | 0.0061                        | 0.9630        |
| 1-methylguanosine                                | 96373       | m1G          | -0.2016             | 0.1465        | -0.1892        | 0.0704        | 0.0169                        | 0.9630        |
| N2,N2,7-trimethylguanosine                       | 341661811   | m2,2,7G      | -0.0355             | 0.8313        | -0.2825        | <b>0.0058</b> | 0.1379                        | 0.3727        |
| N2,N2-dimethylguanosine                          | 135501639   | m2,2G        | -0.0988             | 0.2639        | -0.2403        | <b>0.0012</b> | 0.0092                        | 0.9630        |
| N2-methylguanosine                               | 135501934   | m2G          | -0.5758             | 0.5199        | -0.9535        | 0.0758        | -0.4250                       | 0.8059        |
| 3-methyluridine                                  | 316991      | m3U          | 0.0243              | 0.9009        | -0.3038        | 0.1906        | 0.0563                        | 0.9630        |
| N4-methylcytidine                                | 101436      | m4C          | -0.1199             | 0.8313        | -0.2604        | 0.2217        | -0.0786                       | 0.9630        |
| 5-methylcytidine                                 | 92918       | m5C          | -0.0751             | 0.4105        | -0.1034        | 0.0762        | 0.1109                        | 0.1903        |
| 5-Methyluridine                                  | 445408      | m5U          | -0.0735             | 0.7848        | -0.2815        | <b>0.0056</b> | -0.0101                       | 0.9630        |
| 5,2'-O-Dimethyluridine                           | 14367009    | m5Um         | -0.1442             | 0.8313        | -0.0431        | 0.8638        | 0.0003                        | 0.9990        |
| N6,N6-Dimethyladenosine                          | 440004      | m6.6A        | 0.0661              | 0.8313        | -0.3080        | 0.0758        | 0.1032                        | 0.9206        |
| N6-Methyladenosine                               | 102175      | m6A          | -0.0679             | <b>0.0000</b> | -0.1246        | <b>0.0000</b> | 0.0986                        | <b>0.0000</b> |
| N(6),O(2)-Dimethyladenosine                      | 6453528     | m6Am         | -0.0616             | 0.8313        | -0.3065        | <b>0.0124</b> | 0.1057                        | 0.8059        |
| 7-methylguanosine                                | 135445750   | m7G          | -0.0384             | 0.8383        | -0.5434        | <b>0.0013</b> | -0.0990                       | 0.8843        |
| 2-(Methylsulfanyl)-N6-L-threonylcarbamoyladenine | 254741220   | ms2t6A       | -0.0116             | 0.8383        | -0.1962        | <b>0.0012</b> | 0.0933                        | 0.1903        |
| N6-Succinyl AdenosineR                           | 165243      | N6-SA        | -0.3450             | 0.8313        | -0.1061        | 0.8638        | -0.1331                       | 0.9630        |
| N6-threonylcarbamoyladenine                      | 161466      | t6A          | -0.0540             | 0.8383        | -0.2255        | 0.3473        | 0.0357                        | 0.9630        |
| 2'-O-methyluridine                               | 102212      | Um           | -0.0651             | 0.8313        | -0.1598        | 0.3303        | 0.0294                        | 0.9630        |
| Pseudouridine                                    | 15047       | Y            | -0.2237             | 0.1465        | -0.3785        | <b>0.0034</b> | 0.0917                        | 0.8059        |

| Supplementary Table 3: MetaCore Network analysis of genes in m1A and m6A networks with the expression of RNA transcripts from RNA seq presented here and the proteins identified in the proteome analysis of liver from the HFD-fed mice exposed to Aroclor 1260, PCB 126, or the combination of Aroclor 1260 + PCB 126. |                |         | Expression in proteome (Jin et al. 2020) |            |              |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|---------|------------------------------------------|------------|--------------|
| m1A network                                                                                                                                                                                                                                                                                                              | mouse gene     | UniProt | Aroclor 1260 FC                          | PCB 126 FC | Aro + PCB FC |
| G protein-activated inward rectifier potassium channel 1 (GIRK)                                                                                                                                                                                                                                                          | <i>Kcnj3</i>   | P63250  | ND                                       | ND         | ND           |
| Serine/threonine-protein kinase mTOR                                                                                                                                                                                                                                                                                     | <i>Mtor</i>    | Q9JLN9  | ND                                       | ND         | ND           |
| m6A network                                                                                                                                                                                                                                                                                                              |                |         |                                          |            |              |
| Adenosine A2a receptor                                                                                                                                                                                                                                                                                                   | <i>Adora2a</i> | Q60613  | ND                                       | ND         | ND           |
| G protein alpha 15                                                                                                                                                                                                                                                                                                       | <i>Gna15</i>   | P30678  | ND                                       | ND         | ND           |
| Transcriptional repressor protein YY1                                                                                                                                                                                                                                                                                    | <i>Yy1</i>     | Q00899  | ND                                       | ND         | ND           |
| Phosphatidylinositol 3-kinase regulatory subunit alpha (p85)                                                                                                                                                                                                                                                             | <i>Pik3r1</i>  | P26450  | ND                                       | ND         | ND           |

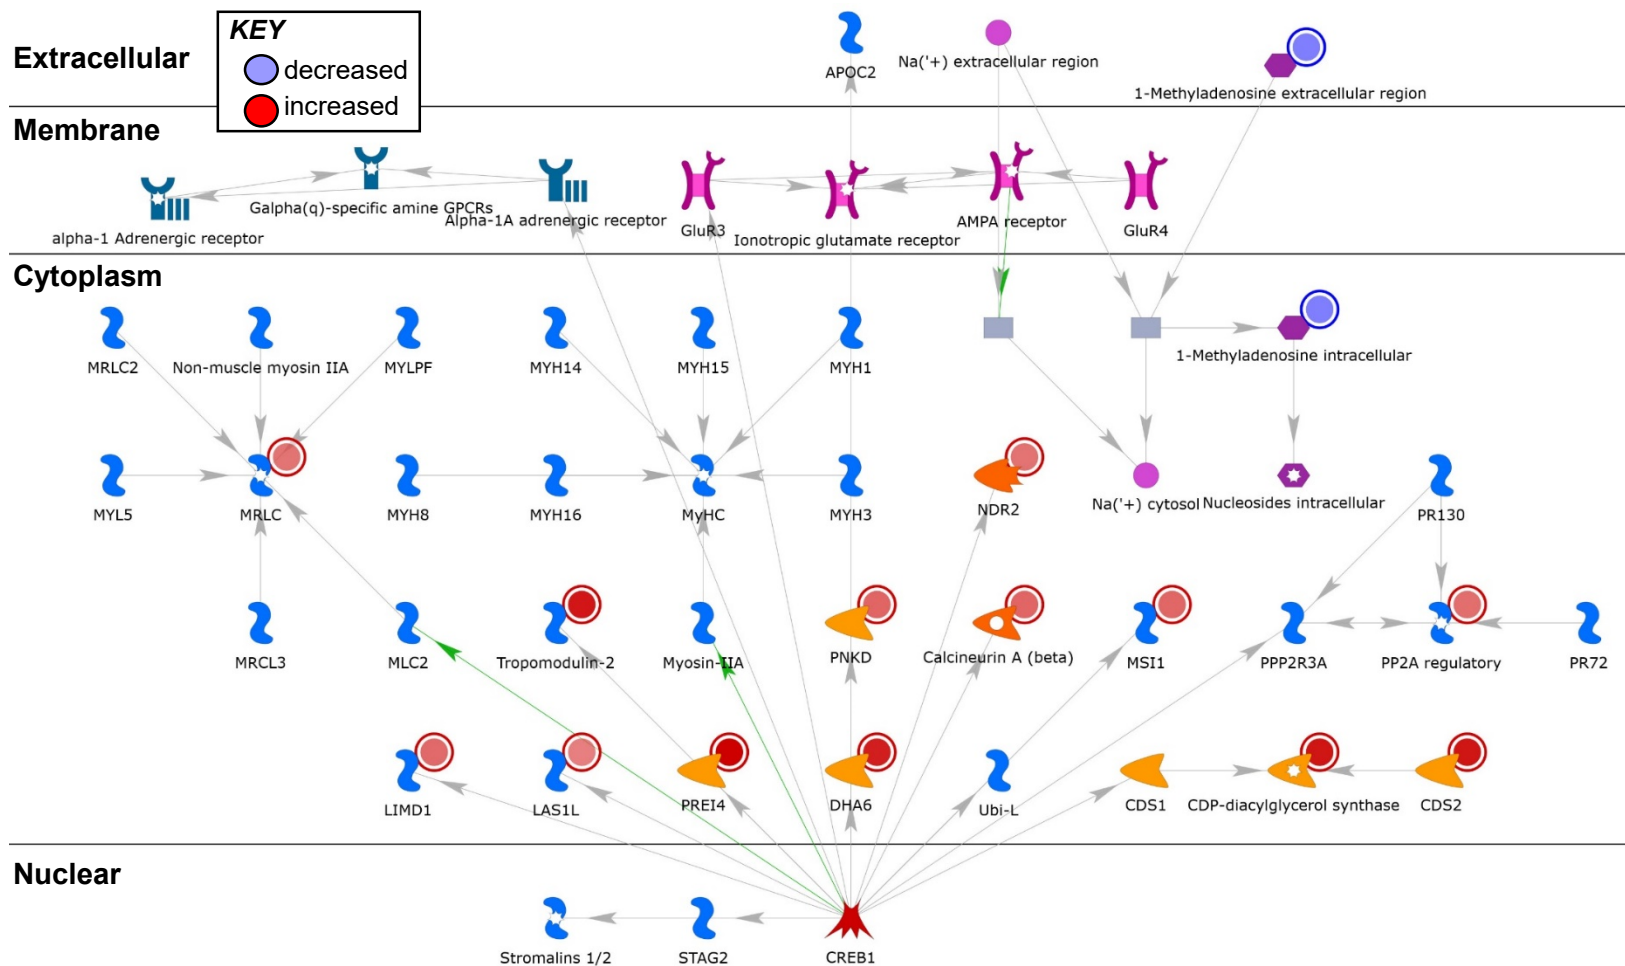

**Supplementary Figure 1: Network #6 identified in joint analysis of RNA modifications and proteome in HFD-fed mice exposed to PCB 126 versus HFD control: 1mA extracellular region, 1mA intracellular, LAS1L, MS11, LIMD1.** From the RNA modification data we see the reduction (blue circles) in m1A abundance (extracellular and intracellular). From the proteome data we see increased (red circle): MRLC (Myl7) is myosin light chain 7; NDR2 (Stk38l) is a ser/thr protein kinase; Tropo modulin-2 (Tmod2) is an actin-regulating protein, PNKD (PNKD Metallo-Beta-Lactamase Domain Containing) regulates myofibrillogenesis; Calcineurin A (beta) (Ppp3cb) is the catalytic subunit of Ser/Thr-Protein Phosphatase 2B that is a calcium-dependent, calmodulin-stimulated protein phosphatase that transduces intracellular  $\text{Ca}^{++}$  signals; MS11 (musashi RNA binding protein 1) is an RNA binding protein that regulates the expression of target mRNAs at the translation level; PP2A regulatory (Ppp2R5d) is a component of the ser/thr Protein phosphatase 2A complex; LIMD1 (LIM domains containing 1) is a scaffold protein that positively regulates miRNA-mediated gene silencing and is essential for P-body formation; LAS1L (LAS1 like ribosome biogenesis factor) is involved in the biogenesis of the 60S ribosomal subunit and is required for maturation of the 28S rRNA; PREI4 (Gpcpd1) is Glycerophosphocholine phosphodiesterase 1; DHA6 (Aldh1a3) is Aldehyde dehydrogenase 1 family member A3; CDP-diacylglycerol synthase (Cds1) catalyzes the conversion of phosphatidic acid to CDP-diacylglycerol; CDS2 (CDP-diacylglycerol synthase 2).

How the deposited data were processed for this re-analysis (not part of the article)

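RNA-seq libraries of the livers of 20 male C57BL/6 mice, 5 in each of 4 groups (HFD control, HFD + Aroclor, HFD + PCB 126 and HFD + Aroclor + PCB 126), were analysed. The mass spectrometry of RNA modifications and the proteome were not analysed here. The authors deposited 1 table of raw counts per Ensembl gene, with 21780 genes and a column for each library. To make these counts, the authors prepared stranded libraries from polyadenylated RNA, sequenced them in 2 runs, aligned the reads to GRCm38.p6 with STAR and counted reads per gene with HTSeq. The annotation release and the strand setting of the counting are not named in the paper's text. Each column was matched to a mouse by its exposure and replicate number in the sample labels. The number in the label of PCB 126 replicate 2 differs between its parts, and the sample title was followed. The depth, as the total count per library, was 21836506 to 36854887 (median 27360526) in HFD control, 31265022 to 35611837 (median 34050202) in HFD + Aroclor, 24212471 to 33131408 (median 30645511) in HFD + PCB 126 and 23471120 to 29366462 (median 25105147) in HFD + Aroclor + PCB 126. A gene at 1 CPM therefore had more than 10 counts in each library, and the standard errors given include both counting error and the spread between mice. The counts of the 40 pairs of mice of the same group differed by more than sampling noise (lowest chi-square per degree of freedom 18.7), so each library was counted as 1 mouse.

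Genes with a total of at least 10 counts over the libraries were tested (15522 genes), which is the first filter of the methods. Their further filter on FPKM, which left 9000 genes, was run as an alternative. The counts were normalized with TMM and fitted with edgeR 4.0.16 in R 4.3.3, with a coefficient for each of the 4 groups (16 residual degrees of freedom). Each exposure was compared with HFD control, and the combined exposure with each single exposure, by edgeR's two-sided quasi-likelihood test with Benjamini-Hochberg adjustment over the tested genes. The number of genes between the combined exposure and Aroclor was added after the design was set. The interaction compares the combined exposure with the sum of the single exposures on the log2 scale. An adjusted p under 0.05 was the threshold, and counts of genes with a log2FC beyond 0.34 follow the rule of the methods for the network analysis. CPM values are given as mean and SD over the mice of a group. For the genes of Table 3, the adjustment over the list alone is given as well. The test of the library slopes and of the other library measures is a two-sided exact permutation test over 252 splits of 5 mice against 5.

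The genes named in the text follow a rule written before their values were seen. It covers the genes of Table 3, the network genes of Supplementary Table 3 with Gnaq and Gna11 of Fig. 3, Snupn, a list of exposure markers (Cyp1a1, Cyp1a2, Cyp1b1, Tiparp, Ahrr, Nqo1, Cyp2b10, Cyp2c55, Cyp3a11 and Gstm3) with Cd68, and for each exposure the 5 genes with the largest change among those past the threshold, with a mean of at least 1 CPM and no overlap between exposed and control mice. Cd68 was tested and is not discussed. Which of these genes have their own values in the text, and which are summarised by list, was settled later. The values of Tgs1, Virma, Rnmt, Dkc1, Pcif1, Wtap, Ythdc1, Trmt6 and Cyp3a11 with the combined exposure were added to the text after they were seen. Eif4e3 is outside the rule and was chosen after its values were seen. Of the 48 genes of Table 3, 47 were tested; Trmt61b was not analysed here. Coordinates, transcript GC content and gene lengths are from the GENCODE release M21 annotation of GRCm38, and 15516 of the 15522 tested genes have a GC content. The annotated spans of 11 of 50 named genes overlap another gene of the count table, and these are treated as uncertain.

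Alternatives changed 1 choice at a time: RLE size factors or upper-quartile normalization in edgeR, the Wald test of DESeq2 1.42.0, which the authors name for their own comparison, no filter, edgeR's filterByExpr, a filter of at least 1 CPM or FPKM in 3 libraries and on average, only the groups compared in the fit, the replicate number as a block, an adjusted p under 0.01, and each mouse left out in turn. For GC correction, the deviation of each gene's log2 CPM from its mean over the libraries was smoothed over GC content in each library (spline with 6 degrees of freedom), and the smooth was entered as an offset. It was also run with gene length and with the block. DESeq2 with shrunken fold changes and the GC slope of each library as a covariate were added after seeing the data. The pairing by replicate number comes from the sample labels, which number the mice of each group from 1 to 5. The mice of different groups are different animals.

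The tests were first tested on simulated data, drawn from the means and library sizes of the real genes, in which 200 genes were changed by a log2FC of 1 in either direction. With no GC trend (15384 genes tested), edgeR recovered 83.5% of the changed genes and called 8 unchanged genes, and DESeq2 recovered 88.0% and called 25. With the GC trends of the real libraries imposed (15389 genes tested), edgeR recovered 84.0% and called 3403 unchanged genes, edgeR with GC correction recovered 82.5% and called 7, edgeR with the GC slope covariate recovered 35.5% and called 2, and DESeq2 recovered 88.5% and called 4014. The imposed trends were the same smooths over GC content that GC correction subtracts, and the simulated spread was estimated after that correction. The few unchanged genes called with GC correction were therefore set by construction, and trends of another shape were not simulated.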

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

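The tests of the number of outlying mice and of the Cyp1a1 values were chosen only after the result was seen, as were the GC slope covariate, DESeq2 with shrunken fold changes and the number of genes without overlap. The rule for the genes with the largest change was written before the data were examined.

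For the named genes in each group, the gap between the most extreme mouse and its nearest neighbour was set against the range of the 5 mice on the log2 scale. In 8 of 208 groups the ratio exceeded the 95% critical value, where about 10.4 are expected by chance. These were Ythdf2 in replicate 3 of the combined exposure (23.9 CPM, below the 28.3 to 29.2 CPM of the other mice, ratio 0.845), Ythdc2 in the same mouse (6.61 CPM, below the 8.69 to 9.29 CPM of the other mice, ratio 0.803), Tgs1 in the same mouse (17.6 CPM, below the 21.7 to 22.6 CPM of the other mice, ratio 0.850), Trmt2b in replicate 5 of the combined exposure (64.4 CPM, above the 52.7 to 55.5 CPM of the other mice, ratio 0.738), Snupn in replicate 4 of the combined exposure (9.56 CPM, above the 9.07 to 9.20 CPM of the other mice, ratio 0.732), Pik3r1 in replicate 3 of HFD + PCB 126 (60.1 CPM, below the 81.0 to 90.1 CPM of the other mice, ratio 0.737), Hspb1 in replicate 1 of HFD + PCB 126 (3.85 CPM, below the 10.6 to 15.4 CPM of the other mice, ratio 0.724) and Cish in replicate 3 of HFD + Aroclor (39.1 CPM, above the 1.83 to 4.40 CPM of the other mice, ratio 0.738). The number was no larger than chance gives. Replicate 3 of the combined exposure accounts for 3 of the 8, and the library of this mouse had the GC slope nearest to HFD control in its group (−0.13). Its 3 genes share this library, so they are not independent. No biological explanation was tested.

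With PCB 126, 18 genes had an edgeR adjusted p under 0.05, and 17 of them had a mean of at least 1 CPM and no overlap between exposed and control mice. Of all 11342 genes with this mean, called or not, 2.48% had no overlap, where chance gives 0.794%. The share was higher with Aroclor (3.63%), where 0 genes were called, so it does not follow the number of calls. The 5 with the largest change are not among the genes that the paper discusses for its transcriptome. Cyp1a1 had a log2FC of 6.93 (adjusted p = 0.00950, 3.52e-12 to 0.181 over the alternatives), with 4.09 to 314 CPM in the exposed mice and 0.219 to 0.940 CPM in HFD control. Cyp1a2 had a log2FC of 2.04 (adjusted p = 0.000294, 2.49e-14 to 0.0250 over the alternatives), with 1120 to 2601 CPM in the exposed mice and 249 to 517 CPM in HFD control. Slc46a3 had a log2FC of 1.54 (adjusted p = 0.000294, 3.99e-13 to 0.0250 over the alternatives), with 74.1 to 122 CPM in the exposed mice and 18.9 to 39.5 CPM in HFD control. Ripor2 had a log2FC of 1.52 (adjusted p = 0.0412, 0.000229 to 0.181 over the alternatives), with 4.69 to 9.93 CPM in the exposed mice and 1.23 to 3.55 CPM in HFD control. P4ha1 had a log2FC of −1.49 (adjusted p = 0.0344, 0.000108 to 0.251 over the alternatives), with 7.35 to 9.54 CPM in the exposed mice and 10.2 to 40.4 CPM in HFD control. After GC correction the log2FC of these genes were 6.96, 2.07, 1.55, 1.51 and −1.52 (adjusted p of 0.0127, 0.000433, 0.000433, 0.0292 and 0.0208). When single mice were left out, the adjusted p was under 0.05 in 10, 10, 10, 5 and 4 of 10 fits for these genes. In a fit of HFD control and HFD + PCB 126 alone, the adjusted p of Cyp1a1 was 0.181. Of the 16 splits of the 10 mice that part all same-numbered pairs, 4 gave as many changed genes, so that chance is not ruled out for their number.

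The size of the Cyp1a1 change rests on single mice. In HFD + PCB 126, Cyp1a1 was at 4.09, 7.80, 4.60, 314 and 62.1 CPM in replicates 1 to 5. The log2FC ranged from 4.94 to 7.24 when single mice were left out. The excess of Cyp1a1 in replicate 4 over the other mice of its group was at percentile 100 of 11342 genes, with 1 gene, Cyp1a1 itself, at so large an excess. The mouse was picked for this excess, so the rank says only that no other gene of the library had as large an excess. This mouse was also the highest of its group for Cyp1a2 (2601 against 1120 to 1608 CPM) and Slc46a3 (122 against 74.1 to 95.1 CPM). It was the lowest for Ripor2 (4.69 against 5.50 to 9.93 CPM). The 5 mice all lay above the 5 HFD control mice, in which Cyp1a1 had 5 to 36 counts. Why replicate 4 was higher was not tested. A candidate explanation for the rise in all 5 mice is PCB 126 itself, since the methods name Cyp1a2 induction by this dose in an earlier study.

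With the combined exposure, 2693 of 5089 genes past the threshold met the same conditions. Of all 11342 genes with this mean, called or not, 24.7% had no overlap, where chance gives 0.794%. Genes are not independent, and a GC trend between the groups also separates them, so this share does not measure the effect of the exposure. Cish had a log2FC of −2.83 (adjusted p = 0.0125, 0.00206 to 0.595 over the alternatives), with 1.49 to 4.44 CPM in the exposed mice and 6.22 to 46.7 CPM in HFD control. Zfp979 had a log2FC of 2.28 (adjusted p = 0.000600, 4.00e-08 to 0.0976 over the alternatives), with 8.99 to 13.5 CPM in the exposed mice and 1.36 to 3.55 CPM in HFD control. Hspb1 had a log2FC of −2.25 (adjusted p = 0.00289, 0.000177 to 0.322 over the alternatives), with 1.31 to 7.70 CPM in the exposed mice and 8.84 to 35.3 CPM in HFD control. Dsg1c had a log2FC of 2.14 (adjusted p = 0.000505, 1.35e-09 to 0.108 over the alternatives), with 20.5 to 40.0 CPM in the exposed mice and 3.11 to 8.67 CPM in HFD control. Spon2 had a log2FC of −1.99 (adjusted p = 0.000505, 1.14e-09 to 0.132 over the alternatives), with 1.49 to 5.14 CPM in the exposed mice and 8.33 to 13.0 CPM in HFD control. After GC correction their log2FC were −2.49, 1.51, −1.67, 1.69 and −1.64 (adjusted p of 0.0583, 0.00764, 0.0343, 0.00418 and 0.00140), and with the GC slope covariate −1.82, 2.03, −1.72, 1.77 and −1.13 (adjusted p from 0.0976 to 0.595). The direction was the same in both. Zfp979, Dsg1c and Spon2 were past the threshold with each of the 3 GC corrections, so a smooth GC trend does not fully explain them. Hspb1 was not past it after GC and length correction (−1.54, adjusted p = 0.0553). It was past the threshold with the block and GC correction, with a log2FC of −1.43. Cish was not past it after GC correction. Since exposure and library order run together, a biological explanation cannot be told apart from a difference in library preparation.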

How the results depend on the processing

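The alternatives were chosen before the data were examined, except for DESeq2 with shrunken fold changes and the GC slope covariate, which were chosen only after the results were seen.

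The 5089 genes changed with the combined exposure were 5104 with RLE size factors, 5211 with upper-quartile normalization, 5620 with DESeq2, 4974 without a filter, 5343 with filterByExpr, 5342 with the CPM filter, 4715 with the FPKM filter, 4183 with only the groups compared in the fit and 3894 to 5679 over the 10 fits that each left out a mouse. At an adjusted p under 0.01 there were 2867 (2821 beyond a log2FC of 0.34). GC correction gave 1419 (1204 beyond a log2FC of 0.34, against 4610), GC and length correction 1474 (1164), and the GC slope covariate 523 (523). Of the 5089 genes, 927 were also past the threshold after GC correction, 907 of them in the same direction, 54 with the GC slope covariate and 5014 with DESeq2.

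With PCB 126, the 18 genes were 18 with RLE size factors, 19 without a filter, 9 with upper-quartile normalization, 320 with DESeq2 (297 beyond 0.34), 323 with shrunken fold changes (292), 68 with filterByExpr, 64 with the CPM filter, 48 with the FPKM filter, 50 with GC correction, 83 with GC and length correction (81 beyond 0.34), 760 with the GC slope covariate (740), 4 with only the groups compared, 4 at an adjusted p under 0.01, and from 4 to 127 when single mice were left out (also from 4 to 127 beyond 0.34). Of the 18 genes, 14 were also called after GC correction and 18 with DESeq2. With Aroclor the number was 0, with 2677 at an unadjusted p under 0.05. It was also 0 with RLE size factors, upper-quartile normalization, no filter, filterByExpr, the CPM and FPKM filters, only the groups compared, GC correction and GC and length correction (from 1818 to 2769 genes at an unadjusted p under 0.05), and from 0 to 2 when single mice were left out. It was 135 with DESeq2 (131 beyond 0.34), 133 with shrunken fold changes (126) and 484 with the GC slope covariate.

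Between the combined exposure and PCB 126, 2589 genes were changed, 0 after GC correction (3104 at an unadjusted p under 0.05), 64 after GC and length correction, 0 with the GC slope covariate (798 unadjusted) and 0 at an adjusted p under 0.01, while the other normalizations, filters and tools gave 2079 to 3697. Leaving out single mice gave from 4 to 3416, so this number rests on single mice. With upper-quartile normalization the share of higher genes moved from 33.8% to 44.0% here, and from 88.9% to 77.8% with PCB 126. For PCB 126 the share moved further with DESeq2 (64.4%), the CPM filter (60.9%), the replicate block (59.4%) and only the groups compared (50%). It was 88.9% with RLE size factors and 89.5% without a filter. With the GC slope covariate the share of higher genes was 27.5% with PCB 126, and 6.50% against 48.2% with the combined exposure. Between the combined exposure and Aroclor, the 64 genes were 13 to 1343 with the other normalizations, filters and DESeq2, 5 after GC correction, 14 after GC and length correction, 2 with the GC slope covariate, 0 with only the groups compared (4287 unadjusted), 475 with the replicate block and 0 to 1036 when single mice were left out. The block and GC correction together gave 49, of which 32 were higher, and without a filter 7 of the 13 were higher. Lower genes were the larger number with the other normalizations, the other filters, DESeq2, the block and GC correction. The interaction had 0 genes (1846 at an unadjusted p under 0.05), also with the other normalizations in edgeR, the filters, and GC correction with and without length, in each fit without a mouse, and with the GC slope covariate. Apart from the fits without a mouse, at most 1982 genes had an unadjusted p under 0.05 in these. It had 1 with DESeq2 and 1 with shrunken fold changes. The cause of these differences was not tested, apart from the GC trends.

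The mice share replicate numbers but are different animals. Over 30 same-numbered pairs, the mean correlation of their deviations from the group means was 0.0999 across 11342 genes, against −0.0202 over 120 other pairs. It was −0.0016 between HFD + PCB 126 and HFD control and 0.0835 between the combined exposure and HFD + PCB 126. With the replicate number as a block, 26 genes were changed with Aroclor, 101 with PCB 126, 5292 with the combined exposure, 3127 between the combined exposure and PCB 126 and 38 in the interaction. With the block and GC correction together, the numbers were 21, 116, 1466 (1278 beyond 0.34), 203 and 38. With the block and GC correction, the direction changed with Aroclor Gna15 (0.16), and with PCB 126 Cdkal1 (−0.068), Ythdc1 (−0.088), Ythdf2 (−0.0045), Yy1 (0.00016) and Pik3r1 (−0.0074), and with the combined exposure Cdkal1 (−0.33), Mtor (0.035), Adora2a (0.092), Gna15 (0.21), Gna11 (0.023), Virma (−0.0017), Rnmt (−0.0091), Dkc1 (−0.028), Pcif1 (0.12), Wtap (−0.077), Ythdc1 (−0.25) and Trmt6 (−0.066).

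For single genes, 87 log2FC of a gene in a comparison were followed. Each had the same direction and side of the threshold with filterByExpr. The direction changed for 18 after GC correction, 18 after GC and length correction, 18 with the block and GC correction, 27 with the GC slope covariate, 7 with upper-quartile normalization, 7 with the CPM filter (the 74 others still tested had the same direction), 5 with the FPKM filter (likewise 67), and 1 each with DESeq2, shrunken fold changes, RLE size factors and no filter. In the same direction, the threshold was no longer passed by 18 after GC correction, 18 after GC and length correction, 17 with the block and GC correction, 21 with the GC slope covariate, 8 with only the groups compared (among them Cyp1a1, Ripor2 and P4ha1 with PCB 126), 3 with upper-quartile normalization, 2 with the block and 1 with RLE size factors. Over all alternatives 3 of these followed values were newly past the threshold, which were Fmr1 with Aroclor with DESeq2 and with shrunken fold changes, and Cyp2b10 with the combined exposure with the block. Outside the followed values, GC correction also newly called Table 3 genes with the combined exposure (Mettl3, Mettl16, Alkbh1, Hnrnpa2b1, Igfbp3 and Hnrnpc).

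After GC correction the direction changed with Aroclor Gna15 (0.14), and with PCB 126 Cdkal1 (−0.061), Ythdc1 (−0.086), Ythdf2 (−0.010), Yy1 (0.0033) and Pik3r1 (−0.010), and with the combined exposure Cdkal1 (−0.32), Mtor (0.034), Adora2a (0.13), Gna15 (0.20), Gna11 (0.019), Virma (−0.0010), Rnmt (−0.0098), Dkc1 (−0.027), Pcif1 (0.12), Wtap (−0.077), Ythdc1 (−0.25) and Trmt6 (−0.066). After GC and length correction it changed with Aroclor Fto (−0.041) and Gna15 (0.16), and with PCB 126 Fto (−0.00060), Cdkal1 (−0.084), Ythdc1 (−0.11), Ythdf2 (−0.0017) and Pik3r1 (−0.032), and with the combined exposure Cdkal1 (−0.41), Adora2a (0.12), Gna15 (0.24), Gna11 (0.0053), Virma (−0.032), Rnmt (−0.042), Dkc1 (−0.0028), Pcif1 (0.059), Wtap (−0.091), Ythdc1 (−0.33) and Trmt6 (−0.067). With the GC slope covariate it changed with Aroclor Cmtr1 (0.035), Adora2a (0.0081) and Gna15 (0.16), and with PCB 126 Trmt1 (0.044), Cdkal1 (−0.0050), Ythdf1 (−0.040), Ythdc1 (−0.014), Ythdf2 (−0.057) and Pik3r1 (−0.039), and with the combined exposure Cmtr1 (0.030), Cdkal1 (−0.015), Pus1 (0.072), Ythdf2 (−0.16), Ythdc2 (−0.097), Trmt2a (0.045), Adora2a (0.035), Gna15 (0.12), Pik3r1 (−0.014), Gnaq (−0.12), Gna11 (0.031), Cyp2b10 (−0.67), Tgs1 (−0.066), Virma (−0.073), Rnmt (−0.086), Dkc1 (−0.14), Pcif1 (0.16) and Ythdc1 (−0.089). Among these, Gna11, Virma, Rnmt, Dkc1, Pcif1, Wtap, Ythdc1, Trmt6, Pus1, Ythdc2, Trmt2a, Pik3r1, Gnaq and Tgs1 with the combined exposure had an adjusted p under 0.05 without correction. In the changed direction only Ythdc1 with the combined exposure had one, 0.0396 after GC correction (0.0145 to 0.841 over its alternatives). The correction subtracts what follows GC content, so these changes show that the values depend on the GC trend, and whether the trend is technical was not settled.

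With upper-quartile normalization the direction changed with Aroclor Gna11 (−0.027), and with PCB 126 Ftsj1 (−0.026), Cdkal1 (−0.028), Alkbh3 (−0.021), Trmt61a (−0.021), Ythdf1 (−0.026) and Ythdf2 (−0.020). With the CPM filter it changed with Aroclor Gna11 (−0.017), and with PCB 126 Ftsj1 (−0.0079), Cdkal1 (−0.012), Alkbh3 (−0.00057), Trmt61a (−0.0073), Ythdf1 (−0.011) and Ythdf2 (−0.0054), and with the FPKM filter with Aroclor Gna11 (−0.0015), and with PCB 126 Ftsj1 (−0.0048), Trmt61a (−0.0063), Ythdf1 (−0.0070) and Ythdf2 (−0.0016). Gna11 with Aroclor was also at −0.0078 with RLE size factors, −0.0077 with DESeq2, −0.0070 with shrunken fold changes and −0.0041 without a filter. These log2FC were all near 0, and the cause was not tested.

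Over the fits that each left out a mouse, 57 values lost the threshold in the same direction, 3 newly passed it and 48 changed direction. The threshold was lost in at least 1 fit by Ftsj1, Gna11, Virma, Pcif1, Dkc1, Rnmt, Ythdc1, Trmt6 and Pik3r1 with the combined exposure, by P4ha1, Eif4e3 and Ripor2 with PCB 126, and by Cyp1a2 between the combined exposure and PCB 126. The log2FC that changed direction covered 0 with Aroclor for Cmtr1 (−0.091 to 0.023), Gna15 (−0.17 to 0.14) and Gna11 (−0.078 to 0.11), with PCB 126 for Ftsj1 (−0.011 to 0.072), Fto (−0.017 to 0.12), Trmt1 (−0.16 to 0.022), Cdkal1 (−0.015 to 0.068), Alkbh3 (−0.040 to 0.082), Trmt61a (−0.23 to 0.19), Ythdf1 (−0.046 to 0.074), Ythdc1 (−0.00096 to 0.17), Ythdf2 (−0.043 to 0.091), Yy1 (−0.054 to 0.055), Pik3r1 (−0.022 to 0.14) and Gna11 (−0.018 to 0.14), and with the combined exposure for Cdkal1 (−0.017 to 0.14). None of them was past the threshold in the fit of all mice.

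Depth limits a few genes. Kcnj3 had 4 counts over the 20 libraries, so a change could not be detected at this depth. Cyp1a1 had 5 to 36 counts in HFD control and 137 to 7574 with PCB 126, so the size of its log2FC is less certain than its direction.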

Differences from the paper's values

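DESeq2 with shrunken fold changes and the GC slope covariate were chosen only after the results were seen. The other alternatives named here were set before the data were examined.

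The log2FC of Ythdc2 with the combined exposure was 1.14 against the paper's 0.80. Of the alternatives set before the data were examined, GC correction (0.61), the replicate block with GC correction (0.63) and leaving out HFD control replicate 1 (0.95) or 2 (0.98) or replicate 1 (1.10), 4 (1.07) or 5 (1.10) of the combined exposure gave values within the larger error of the paper's, and the others did not, DESeq2 included (1.10), apart from the FPKM filter, under which Ythdc2 was not tested. With shrunken fold changes, chosen after seeing the values, it was 0.80. The log2FC of Igfbp2 with the combined exposure was −1.48 against the paper's −0.98. GC correction (−0.91), GC and length correction (−0.86), the replicate block with GC correction (−0.82) and leaving out HFD control replicate 4 (−1.32) closed the gap, and the other alternatives set before the data were examined did not, DESeq2 included (−1.51). Shrunken fold changes (−0.98) and the GC slope covariate (−0.89), both chosen after seeing the values, also closed it. Over the paper's 13 log2FC as a set, 0 differed beyond the larger error with shrunken fold changes, against 3 in the main fit. With GC correction 8 differed and with the GC slope covariate 9, so these 2 do not account for the paper's values. The log2FC of Fmr1 with the combined exposure was 1.13 against the paper's 0.87. RLE size factors (1.10), DESeq2 (1.10), the CPM filter (1.11) and leaving out HFD control replicate 1 (1.02) or 2 (0.96) or replicate 1 (1.10), 4 (1.08) or 5 (1.07) of the combined exposure closed this gap, the others set before the data were examined did not, and with shrunken fold changes, chosen after seeing the values, it was 0.87.

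The paper's p-values of Supplementary Table 2 were set beside unadjusted p-values from edgeR. With the combined exposure, the p-value was 1.79e-05 for Trmt1 against the paper's 5.94e-08, 0.000523 for Trmt2a against the paper's 6.12e-05, 1.47e-05 for Bud23 against the paper's 7.52e-08, 0.000422 for Pus1 against the paper's 2.96e-05, 0.000283 for Pus10 against the paper's 3.19e-05, 0.000179 for Ythdf3 against the paper's 1.40e-05, 0.000894 for Ythdc2 against the paper's 1.93e-04, 0.000445 for Igfbp2 against the paper's 1.72e-05, 0.000165 for Prrc2a against the paper's 3.55e-06 and 0.000148 for Fmr1 against the paper's 7.48e-06. With Aroclor, it was 0.00391 for Alkbh1 against the paper's 1.59e-03, 0.0178 for Igfbp2 against the paper's 6.71e-03 and 0.00146 for Fmr1 against the paper's 5.57e-04. With DESeq2, which the paper's methods name without its settings, each of these p-values was within 1.5 times of the paper's, with 5.92e-08 for Trmt1 and 0.00717 for Igfbp2 with Aroclor, for example. The same holds with shrunken fold changes, chosen after seeing the values. For Alkbh1 with Aroclor, GC correction (0.00210) and GC and length correction (0.00157) also reached the paper's value. Leaving out HFD control replicate 4 did so for Ythdc2 with the combined exposure (0.000141) and for Fmr1 with Aroclor (0.000519), as did leaving out replicate 3 of HFD + Aroclor for Fmr1 (0.000661). No other alternative set before the data were examined closed any of these gaps.

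The paper lists Alkbh1, Igfbp2 and Fmr1 as changed by Aroclor. Its methods name a q-value cutoff of 0.05 and its Table 3 a P under 0.05. The p-values that it prints were near the unadjusted ones of DESeq2, so which cutoff its calls rest on was not settled. Adjusted over all tested genes, p was 0.195, 0.225 and 0.184 (from 0.0717 to 0.256, 0.115 to 0.433 and 0.0481 to 0.260 over the alternatives), while the unadjusted p-values given above were under 0.05. Among all settings run, DESeq2 (adjusted p = 0.0481) and shrunken fold changes, chosen after seeing the values (0.0495), called Fmr1, and none called Alkbh1 or Igfbp2.

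The paper's discussion states that Bud23 transcripts were reduced by PCB 126. The log2FC was −0.17 (adjusted p = 0.591, 0.504 to 0.880 over the alternatives), and no setting called it. The paper's conclusion names an increased transcript of Ythdf2 and does not name the exposure in that sentence. For Ythdf2 with the combined exposure the log2FC was 0.22 (adjusted p = 0.116, 0.0741 to 0.822 over the alternatives), and only the fit without HFD control replicate 4 called it (adjusted p = 0.0354).

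The paper states that Ftsj1 was not changed in any exposure group. With the combined exposure its log2FC was −0.23 (adjusted p = 0.0391, 0.0109 to 0.816 over the alternatives). The replicate block, the GC corrections with and without length or block, the GC slope covariate and 6 of the 10 fits without a mouse did not call it. The paper also states that the network genes did not differ from HFD control. With the combined exposure Pik3r1 (0.40, adjusted p = 0.0144, 0.00820 to 0.982 over the alternatives), Gnaq (0.52, adjusted p = 0.00723, 0.00182 to 0.820) and Gna11 (−0.40, adjusted p = 0.0401, 0.0155 to 0.988) were past the threshold. The 3 GC corrections and the GC slope covariate called none of these, the fit of only the groups compared and 6 fits without a mouse did not call Gna11, and 1 fit without a mouse did not call Pik3r1.

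Table 3 of the paper lists no transcript change with the combined exposure for Ftsj1 and 10 other genes that had an adjusted p under 0.05 here. These were Trmt6 (0.25, adjusted p = 0.0256, 0.0235 to 0.846 over the alternatives), Tgs1 (0.52, adjusted p = 0.00724, 0.00224 to 0.933 over the alternatives), Trmt2b (0.43, adjusted p = 0.00194, 7.20e-05 to 0.612 over the alternatives), Wtap (0.32, adjusted p = 0.00695, 0.000500 to 0.877 over the alternatives), Virma (0.33, adjusted p = 0.0273, 0.0128 to 0.999 over the alternatives), Pcif1 (−0.35, adjusted p = 0.0390, 0.0124 to 0.771 over the alternatives), Rnmt (0.38, adjusted p = 0.0197, 0.00969 to 0.970 over the alternatives), Pus7 (0.45, adjusted p = 0.00590, 0.00124 to 0.584 over the alternatives), Dkc1 (0.31, adjusted p = 0.0382, 0.0237 to 0.992 over the alternatives) and Ythdc1 (0.32, adjusted p = 0.0206, 0.0145 to 0.841 over the alternatives). The GC slope covariate called none of them. The 3 GC corrections called Ythdc1, in the opposite direction, and none of the others. RLE size factors and the replicate block did not call Dkc1, upper-quartile normalization did not call Trmt6, and the fit of only the groups compared did not call Pcif1, Dkc1 and Ythdc1. At least 1 fit without a mouse did not call Trmt6, Virma, Pcif1, Rnmt, Dkc1 and Ythdc1. A log2FC within 0.34 of 0 falls under the threshold that the methods give for the network analysis, which applies to Ftsj1, Trmt6, Wtap, Virma, Dkc1 and Ythdc1.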

Other observations

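The use of the GC corrections as tests of an explanation, the tests of library totals, of the GC slopes and of Cyp1a2, the comparison with Cyp1a1, the 5 simulated sets in place of a single one and the counts over the exposure markers were chosen only after the result was seen, although the GC corrections themselves had been set as alternatives before. The predictions for simulated counts, the highest genes, the markers of other tissues and other splits of the mice were written before their results.

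More genes were changed with the combined exposure (5089) than with Aroclor (0, with 2677 at an unadjusted p under 0.05) or PCB 126 (18). Across 15516 genes, which are not independent replicates, Spearman's rho of log2FC and GC content was −0.68 with the combined exposure, −0.43 with Aroclor and −0.28 with PCB 126. From the fifth of genes with the lowest GC content to that with the highest, the median log2FC with the combined exposure was 0.47, 0.23, 0.0033, −0.28 and −0.60. A candidate explanation is a GC bias of the libraries. After GC correction 1419 genes were changed with the combined exposure, still more than with Aroclor (0, with 2225 unadjusted) or PCB 126 (50), whereas with the GC slope covariate there were 523, 484 and 760. The slopes of the 5 combined-exposure libraries all lie below those of HFD control, and in simulated counts with GC trends the covariate recovered 35.5% of changed genes, so its lower number is no measure of the effect. GC correction recovered 82.5% there, but the simulated trends were the smooths that it subtracts, so this does not rank the 2 methods. In 5 simulated sets that had the GC trends of the real libraries and no exposure effect, 3316 to 3540 genes were called with the combined exposure (median 3375), 0 to 2 with Aroclor, 0 to 1 with PCB 126 and 967 to 1158 between the combined exposure and PCB 126. After GC correction at most 0 genes were called with the combined exposure in these sets, against the 1419 of the real libraries. The simulated trends were the smooths that this correction subtracts, so the 0 was set by construction. The 5 sets replaced a single set that had changed genes as well, in which 3403 unchanged genes were called. The real number is more than 1.5 times this median by a small margin, so the test is borderline. GC trends alone can thus give most of the number of genes, and the GC trend could itself be an effect of the exposure, so for most of the number the GC bias and a biological effect cannot be told apart. The genes past the threshold after GC correction are not explained by a smooth GC trend of the simulated kind, and another difference between the libraries could still account for them.

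The GC slopes of the libraries differed between the combined exposure and HFD control by −0.65. Libraries of the same group also differed along GC content. Across 11341 genes, the median absolute Spearman's rho of the log2 ratio with GC content was 0.316 over 40 pairs of the same group and 0.665 over 25 pairs of a combined and a control mouse, so variation between libraries without a difference in exposure is a possible explanation of part of it. Within groups the slope did not follow the library index (20 libraries, Pearson's r = −0.20, permutation p = 0.431; Spearman's rho = −0.20, permutation p = 0.464; r = −0.086 without the 2 libraries farthest from the median) or the library total (r = 0.25, permutation p = 0.361; rho = 0.23, permutation p = 0.409; r = −0.10 without the 2 farthest). With these 2 relations the adjusted p was 0.431 for both. The groups follow each other in the library index, so a step between groups that arose in library preparation or sequencing could not be tested, and it cannot be told apart from the exposure.

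Other technical explanations were tested for the number of genes changed with the combined exposure. Adding gene length to the GC correction gave 1474 genes against 1419. By two-sided exact permutation tests of 5 mice against 5, the library totals did not differ between the combined exposure and HFD control (p = 0.381), nor did the share of counts on the 10 highest genes (18.9 and 18.6%, p = 0.683), the summed CPM of blood markers (p = 0.198), of 4 pancreas markers (p = 0.683) or of adipose markers (p = 0.333). The smallest p adjusted over these 5 tests was 0.635. Length did not lower the number. For the others no difference was found, but 5 mice against 5 can miss one (adipose markers were at 1.46 ± 2.51 and 6.23 ± 9.24 CPM, blood markers at 201 ± 55.6 and 258 ± 71.8 CPM, mean and SD), and no fit adjusted for them, so these explanations are not excluded.

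Other splits of the same 10 mice into 5 and 5 were fitted the same way, compared first among the 16 splits, the real one included, that part all same-numbered pairs. For the combined exposure against HFD control, 1 of 16 splits gave as many genes, the real one itself, and the largest of the others gave 120. The same was found for genes beyond a log2FC of 0.34 (1 of 16) and for the combined exposure against PCB 126 (1 of 16, largest other 1256). For PCB 126, 4 of 16 splits gave as many genes with or without the log2FC threshold, and the largest other gave 147. For Aroclor, whose number was 0 (2677 at an unadjusted p under 0.05), all 16 of 16 did with or without that threshold (largest 55), and for the interaction, also 0 (1846 unadjusted), all 20 of 20 splits drawn. Any split gives at least 0 genes, so these 2 comparisons say nothing about chance. With this number of splits the share cannot be under 0.05. For each comparison except the interaction, 4 further splits kept some same-numbered mice in the same group. In these, at most 458 genes were changed for the mice of Aroclor and HFD control, and 0 in the other comparisons that had such splits.

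Cyp1a2 was lower with the combined exposure than with PCB 126 alone. It was at 1120 to 2601 CPM with PCB 126, 537 to 992 CPM with the combined exposure and 249 to 517 CPM in HFD control, with each of the 5 combined mice below each of the 5 PCB 126 mice. The log2FC between the combined exposure and PCB 126 was −1.04 (adjusted p = 0.0144, 0.000393 to 0.957 over the alternatives). It was −0.95 after GC correction (adjusted p = 0.0695) and −0.71 with the GC slope covariate (adjusted p = 0.957), so it was past the threshold with neither. The correction moves this gene little, at a GC content of 52.1%, so the test is a weak one, and a part of a GC bias in the difference is not excluded. The largest adjusted p over the fits without a mouse was 0.0530, with 8 of 10 under 0.05, so the call depends on single mice and on the correction. Mice of the combined group that had not received PCB 126 were considered as an explanation. By Cyp1a2 all 5 lay above HFD control, which goes against it (two-sided exact permutation test, p = 0.00794, the smallest that 5 against 5 allow). Cyp1a1 does not settle it, since the combined mice, at 0.792 to 2.62 CPM, overlapped HFD control, at 0.219 to 0.940 CPM (log2FC 1.06, adjusted p = 0.502, 0.0870 to 0.894 over the alternatives). Cyp1a1 was also lower with the combined exposure than with PCB 126, where it was at 4.09 to 314 CPM. This log2FC was −5.87 (adjusted p = 0.0136, 4.75e-10 to 0.957 over the alternatives), under 0.05 in 10 of 10 fits without a mouse, and −5.96 after GC correction (adjusted p = 0.0595). The interaction for Cyp1a2 was −1.03 (adjusted p = 0.287). For Cyp1a1 it was −6.40 (adjusted p = 0.284). A hypothesis is that Aroclor limits the response of both genes to PCB 126. A lower dose of PCB 126 in the combined mice was not tested and would also lower both genes. The other genes with the largest change with PCB 126 did not share the pattern. Slc46a3 had a mean of 73.9 CPM with the combined exposure, against 93.7 with PCB 126 and 32.3 in HFD control. Ripor2 was at 6.56, 7.13 and 2.45 CPM and P4ha1 at 11.4, 8.53 and 24.1 CPM in the same order. These lay nearer to PCB 126 alone, and how each gene follows the dose is not known.

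The exposure markers fixed beforehand responded in part. Of 6 targets of the aryl hydrocarbon receptor (Cyp1a1, Cyp1a2, Cyp1b1, Tiparp, Ahrr and Nqo1), 2 were changed with PCB 126 (Cyp1a1 and Cyp1a2, 2 at an unadjusted p under 0.05), with log2FC from −0.88 for Cyp1b1 to 6.93 for Cyp1a1. With the combined exposure 1 was changed (Cyp1a2, 2 unadjusted), and with Aroclor 0 (0 unadjusted). Of 4 targets of the receptors CAR and PXR (Cyp2b10, Cyp2c55, Cyp3a11 and Gstm3), 0 were changed with Aroclor (1 unadjusted), with log2FC from 0.35 for Cyp3a11 to 1.97 for Cyp2b10 (smallest adjusted p 0.222). With PCB 126 0 were changed (0 unadjusted), and with the combined exposure 1, Cyp3a11 (log2FC 0.89, adjusted p = 0.00652, 0.000941 to 0.505 over the alternatives, and 0.32 after GC correction).

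Eif4e3 was chosen after its values were seen. The paper gives its protein as increased with PCB 126 and not significantly altered with the other exposures. With PCB 126 the log2FC of its transcript was 1.05 (adjusted p = 0.0255, 0.000126 to 0.151 over the alternatives), with 15.2 to 24.2 CPM in the exposed mice and 6.97 to 14.0 CPM in HFD control. The combined-exposure mice, at 15.6 to 21.3 CPM without GC correction, also lay above HFD control. The higher transcript level was thus not confined to PCB 126 alone, unlike the paper's protein. When single mice were left out, the adjusted p was under 0.05 in 5 of 10 fits. Its span overlaps Gm20696, also in the count table, so its counts are uncertain there.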
